# High proliferation and delamination during skin epidermal stratification

**DOI:** 10.1038/s41467-021-23386-4

**Published:** 2021-05-28

**Authors:** Mareike Damen, Lisa Wirtz, Ekaterina Soroka, Houda Khatif, Christian Kukat, Benjamin D. Simons, Hisham Bazzi

**Keywords:** Cell division, Centrosome, Cilia, Cell proliferation, Development

## Abstract

The development of complex stratified epithelial barriers in mammals is initiated from single-layered epithelia. How stratification is initiated and fueled are still open questions. Previous studies on skin epidermal stratification suggested a central role for perpendicular/asymmetric cell division orientation of the basal keratinocyte progenitors. Here, we use centrosomes, that organize the mitotic spindle, to test whether cell division orientation and stratification are linked. Genetically ablating centrosomes from the developing epidermis leads to the activation of the p53-, 53BP1- and USP28-dependent mitotic surveillance pathway causing a thinner epidermis and hair follicle arrest. The centrosome/p53-double mutant keratinocyte progenitors significantly alter their division orientation in the later stages without majorly affecting epidermal differentiation. Together with time-lapse imaging and tissue growth dynamics measurements, the data suggest that the first and major phase of epidermal development is boosted by high proliferation rates in both basal and suprabasally-committed keratinocytes as well as cell delamination, whereas the second phase maybe uncoupled from the division orientation of the basal progenitors. The data provide insights for tissue homeostasis and hyperproliferative diseases that may recapitulate developmental programs.

## Abstract (web summary)

How the developing skin epidermis is transformed from a simple single-layered epithelium to a complex and stratified barrier is still an open question. Here, the authors provide a model based on high proliferation and delamination of the keratinocyte progenitors that support the stratification process.

## Introduction

The generation of complex stratified epithelia, including the skin epidermis, during mammalian embryonic development, is essential to form barriers that are compatible with postnatal life^1^. The stratified skin epidermis is initiated from the single-layered simple epithelium, derived from the ectoderm, surrounding the embryo^2^. Around embryonic day (E) 9.5, the epithelial cells commit to stratification through the master regulator p63, a member of the p53 family of transcription factors^3,4^. The progenitor cells down-regulate the expression of the simple-epithelial keratin intermediate filaments, such as Keratin-8 (K8), and express the complex-epithelial keratins, K5 and K14. The periderm is the first layer generated and it acts as a transient protective and insulating barrier for the developing embryo^5^. Around E12.5, the first differentiated suprabasal epidermal layer cells appear and are characterized by the expression of a distinct set of keratins, K1 and K10^6^. Subsequently, the epidermal keratinocytes undergo further differentiation and crosslinking to generate a fully functional barrier by E17.5^7^. The stereotypical regeneration and differentiation program in the epidermis, starting from the basal stem cells, to replenish the shed corneocytes persists throughout the life of the animal^8^. In addition to the interfollicular epidermal stem cells, the basal keratinocyte progenitors also give rise to all the stem cells of the skin epithelium, including the hair follicle stem cells^9^.

The mechanism of how the new layers of the stratified epidermis are generated and maintained is not well-understood. The published data support a model for interfollicular epidermal stratification that is coupled to the orientation of cell division in the basal layer of the epidermis^2,10^. At E12.5 and earlier, almost all of the progenitor basal cells divide with an axis that is parallel to the basement membrane and undergo a presumptive symmetric division to generate two progenitor daughter cells that remain in the basal layer^11^. From E13.5 onwards, more of the dividing basal progenitors shift their axis of division to a perpendicular orientation, which has become synonymous with an asymmetric division, to generate one daughter progenitor cell that remains in the basal layer, and one differentiated daughter cell that stratifies the forming epidermis^11,12^. Several studies in the literature are consistent and correlate with the division orientation-based model^13–19^. For example, manipulations in gene products that result in a thinner epidermis, such as knockdown of LGN or NuMa1, are highly associated with an increase in the fraction of parallel divisions, whereas those causing a thickened hyperdifferentiated epidermis, such as overexpression of INSC, are correlated with an increase in the fraction of perpendicular divisions^12^. Importantly, there is currently no consensus in the field on what stage of epidermal development, for example, E14–E15 versus E16–E17, or phase of mitosis, in particular metaphase versus late anaphase/telophase, should be considered during cell division orientation analyses; however, the majority suggests the later developmental stage as well as late mitotic phase^13–19^.

Centrosomes are major microtubule-organizing centers of animal cells that regulate cell division and are composed of a pair of centrioles surrounded by a proteinaceous matrix^20^. Centrosomes are essential to provide the centriolar template for cilia and are important for efficient mitotic spindle assembly^21^. In humans, mutations in genes encoding centrosomal proteins lead to primordial dwarfism and microcephaly^22^. We have previously shown that the constitutive ablation of *Sas-4*, a gene essential for centriole formation and duplication, leads to the loss of centrioles and cilia in early developing mouse embryos^23^. The loss of centrioles, but not the secondary loss of cilia, results in p53-dependent cell death and embryonic arrest at E9.5^23^. Conditional ablation of *Sas-4* in the developing brain recapitulates the human microcephaly phenotype and leads to p53-dependent cell death of the radial glial progenitors (RGPs) in the cortex^24^. Activation of this p53-dependent pathway is independent of DNA damage or chromosome segregation errors and instead is associated with prolonged mitotic duration^23,24^. Recent reports in cultured mammalian cell lines have confirmed our findings and extended them to include 53BP1 and USP28 as components acting upstream of p53 in a pathway now termed “the mitotic surveillance pathway”^25–30^.

In this work, we conditionally remove *Sas-4*/centrioles and *p53* from the developing skin epidermis to test whether the keratinocyte basal progenitors can uncouple cell division orientation from epidermal stratification and differentiation. To separate the functions of centrioles in cilia formation versus spindle assembly, we also conditionally remove *Ift88*, a gene required for the formation of cilia but not centrioles^31–33^. Our data show that the loss of centrioles, but not cilia, result in early p53-dependent cell death, leading to a thinner epidermis and arrested hair follicles. These phenotypes are rescued in the *Sas-4 p53* double mutant epidermis, which resembles controls and cilia mutants. Importantly, the double mutant basal keratinocyte progenitors show a significant shift in cell division orientation that is uncoupled from epidermal stratification and differentiation at the later stages of epidermal development. Using time-lapse imaging and measurements of tissue growth dynamics in developing embryos, the data support a two-phase model of epidermal stratification and development that highlights the importance of the early phase (E13–E15) and is based on cell delamination and high proliferation in the basal and suprabasal progenitors.

## Results

### Centrioles are important, but not essential, for mouse epidermal and hair follicle development

In order to assess the functions of mammalian centrioles and centrosomes in the developing mouse skin epithelium, we deleted *Sas-4* using a *K14-Cre* line^34^, which expresses the Cre recombinase in developing stratified epithelia, including the skin epidermis as early as embryonic day (E) 9.5, in combination with a *Sas-4* conditional allele^23,24^. Immunostaining for γ-Tubulin (TUBG, a marker for centrosomes) and CEP164 (a marker for centriolar distal appendages) confirmed that centrioles are almost completely lost from the epidermal basal and suprabasal cells by E15.5 (Fig. 1a–c). Consistent with the reduced viability of the centrosome mutant animals by P3 (~60% compared to ~ 95% for control animals), the embryos at E17.5 showed a slight delay in skin barrier formation at the chin and the paws, as judged by a Toluidine Blue dye-penetration assay, which was restored just before birth at E18.5 (Fig. 1d). On a postnatal day 21 (P21), the centrosome mutant mice were smaller than their control littermates and had grossly thin and transparent skin with very sparse hair (Fig. 1e; Supplementary Fig. 1a). Starting as early as P4, the centrosome mutant mice had a significantly reduced weight relative to their littermates (Supplementary Fig. 1a), likely due to the *K14-Cre Sas-4* defects in the oral epithelium which impaired food intake. To avoid any secondary complications of centriole loss after birth, we focused most of our analyses on embryonic development until P0.

**Fig. 1:**
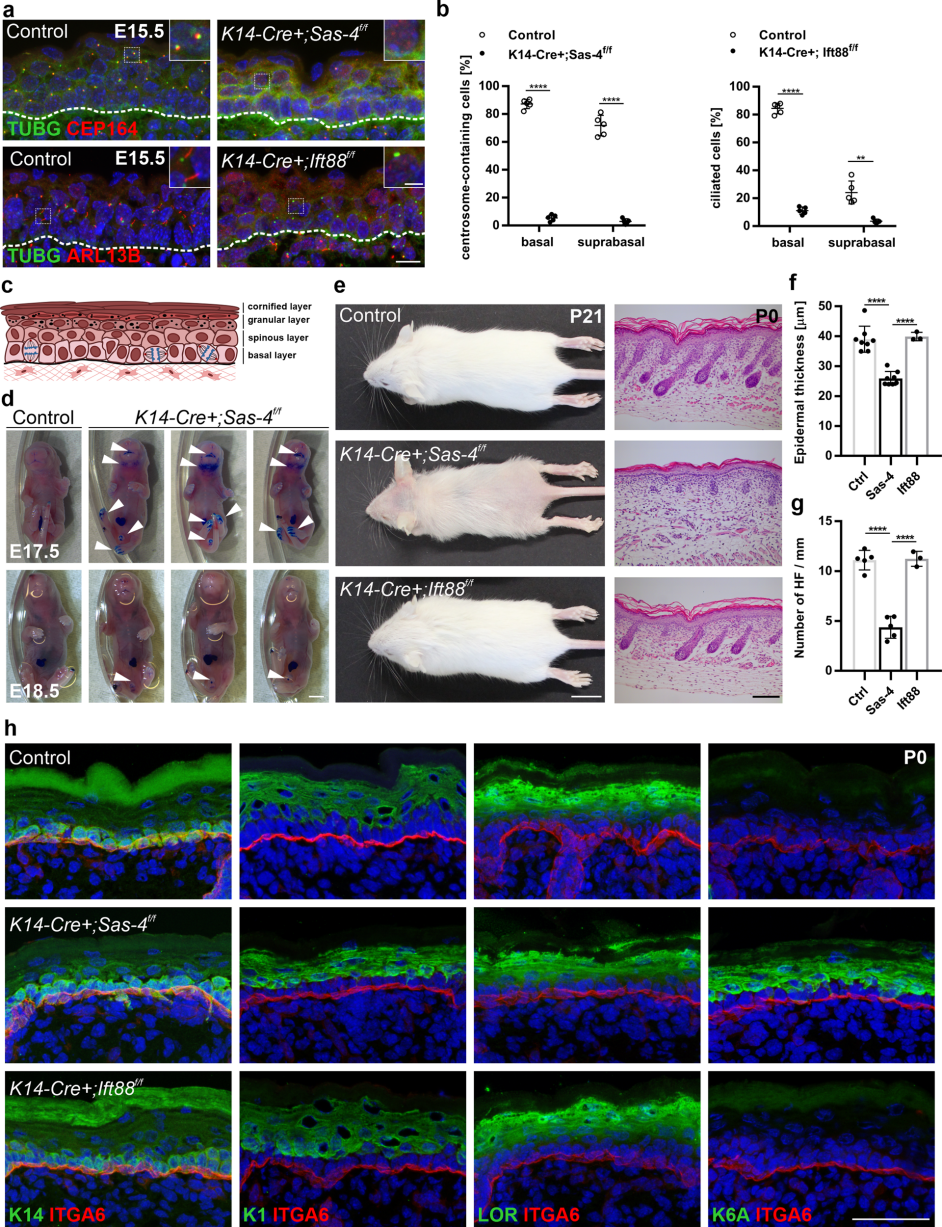
Centrioles, not cilia, are important for proper epidermal and hair follicle formation. **a** Immunostaining of control and *K14-Cre+; Sas-4*^*f/f*^ or *K14-Cre+; Ift88*^*f/f*^ back-skin sections at E15.5 showing the loss of centrosome and centriole markers (TUGB, green) and (CEP164, red) or cilia marker (ARL13B, red). Insets are magnifications of the indicated dotted areas in each panel. The dashed line represents the epidermal-dermal interface in all panels (scale bar: 10 µm; inset: 3 µm). **b** Quantification of the centrosome- or cilia-containing cells in (**a**) with *n* = 5 independent animals. **p < 0.01, ****p < 0.0001 (two-tailed student’s *T*-test). Bars represent mean ± SD (standard deviation). **c** Schematic of the epidermis depicting the different epidermal layers. **d** Toluidine Blue dye-penetration assay of Control and *K14-Cre+; Sas-4*^*f/f*^ embryos at E17.5 and E18.5. Arrowheads indicate regions with delayed barrier formation in *K14-Cre+; Sas-4*^*f/f*^ embryos (scale bar: 2 mm). **e** Gross phenotypes of Control, *K14-Cre+; Sas-4*^*f/f*^ and *K14-Cre+; Ift88*^*f/f*^ mice are shown at P21 (scale bar: 1 cm), as well as H&E histological staining of back-skin sections at P0 (scale bar: 100 µm). **f**, **g** Quantification of the interfollicular epidermal thickness (**f**), excluding the corni**f**ied layer, of Control (*n* = 8), *K14-Cre+; Sas-4*^*f/f*^ (*n* = 8), *K14-Cre+; Ift88*^*f/f*^ (*n* = 3) or the number of hair follicles (**g**) at P0 of Control (*n* = 5), *K14-Cre+; Sas-4*^*f/f*^ (*n* = 5) and *K14-Cre+; Ift88*^*f/f*^ (*n* = 3) mice. ****p < 0.0001 (two-tailed student’s *T*-test or one-way ANOVA and Tukey’s multiple comparisons test without adjustments). Bars represent mean ± SD. **h** Immunostaining of Control, *K14-Cre+; Sas-4*^*f/f*^ and *K14-Cre+; Ift88*^*f/f*^ back-skin sections at P0 stained for the epidermal layers’ markers K14, K1 and Loricrin (LOR) (all green), the activation marker K6A and the basement membrane marker Integrin-α6 (ITGA6, red) (scale bar: 50 µm).

At P0, the *Sas-4* mutant epidermis was significantly thinner than that of control littermates with a marked reduction in the number of hair follicles (Fig. 1e–g). To study if the epidermal differentiation process was affected by the loss of centrioles, we performed immunostainings on back-skin sections at P0. Staining for markers of the proliferative basal layer (K14), and differentiated layers (K1 and Loricrin, LOR), showed that although the epidermis and its differentiated layers were thinner, the differentiation markers were not majorly affected in the *Sas-4*/centrosome mutant epidermis (Fig. 1h). However, K6A, which is ectopically expressed in activated keratinocytes and in skin disease conditions, was markedly increased and indicated an abnormal response in the *Sas-4* mutant skin epithelium (Fig. 1h).

To test whether the secondary loss of cilia upon the removal of centrioles caused the centrosome-mutant phenotypes, we used the *K14-Cre* line and a conditional allele of *Ift88*^31–33^. Immunostaining for TUBG and ARL13B (a marker for cilia) showed the presence of centrosomes but the loss of cilia in the *Ift88* mutant epidermis at E15.5 (Fig. 1a, b). Compared to *Sas-4*/centrosome mutants, we did not observe major skin phenotypes in the epidermis and hair follicles of *Ift88*/cilia mutants, as judged by morphological, histological and immunofluorescence examination (Fig. 1e–h; Supplementary Fig. 1b, c), indicating that the centrosome mutant phenotypes are not due to the loss of cilia.

We concluded that, in contrast to cilia, centrioles and centrosomes are important to ensure normal development of the skin epithelium; however, despite the centriole deficiency in the basal keratinocyte progenitors, they showed robust regulation to allow the formation and maintenance of a generally functional skin barrier.

### The loss of centrioles in the epidermis leads to p53 upregulation and transient cell death

Next, we used immunostaining to assess the molecular consequences of the loss of centrioles during epidermal development. The data showed that there was a gradual upregulation of nuclear p53 from E12.5-P0 in the *Sas-4*/centrosome mutant basal epidermis (Fig. 2a, b). In contrast, no upregulation of p53 was observed in the *Ift88*/cilia mutant epidermis at E15.5 (Supplementary Fig. 2a), indicating that cilia loss alone did not activate the same pathway^23,24^. In addition, cell death, marked by Cleaved-Caspase 3 (Cl.CASP3), was significantly increased in the *Sas-4* mutant epidermis at E15.5 (Fig. 2c, d). At P0, cell death was rarely detected while p53 was still high in the basal keratinocytes of centrosome mutants compared to controls (Fig. 2a, b, e). To check whether the high p53 in the centrosome mutant keratinocytes at P0 caused cell cycle arrest in G1 instead of cell death, similar to the reports in mammalian cell lines that lose centrioles in vitro^25,26,35^, we performed cell cycle analyses on isolated epidermal keratinocytes. The cell cycle profiles showed no significant increase in the G1 population in centrosome mutant keratinocytes compared to controls (Fig. 2f).

**Fig. 2:**
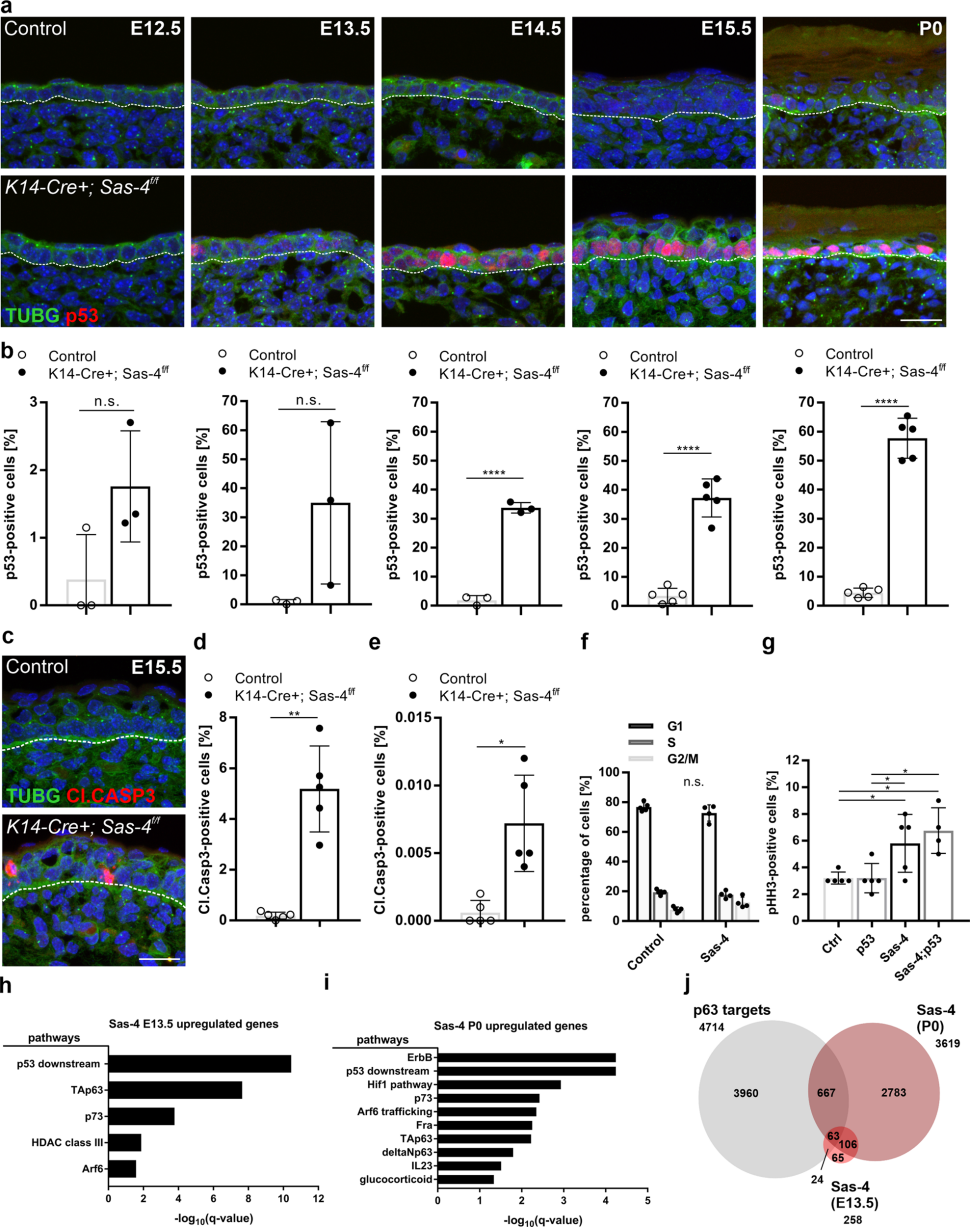
Upregulation of p53 in the centrosome mutant epidermis. **a** Immunostaining of Control and *K14-Cre+; Sas-4*^*f/f*^ back-skin sections at the indicated stages showing the loss of the centrosome marker (TUBG, green) and gradually increase in nuclear p53 (red) in the mutant mice (scale bar: 20 µm). The dashed line represents the epidermal-dermal interface in all panels. **b** Quantification of the percentage of p53-positive nuclei in the back-skin basal epidermis of control and *K14-Cre+; Sas-4*^*f/f*^ mice at the corresponding stage shown in (**a**). *n* = 3 for controls and *K14-Cre+; Sas-4*^*f/f*^ from E12.5–E14.5 and *n* = 5 for Controls and *K14-Cre+; Sas-4*^*f/f*^ at E15.5 and P0. Bars represent mean ± SD in these and subsequent graphs. ns not significant, ****p < 0.0001 (two-tailed student’s *T*-test). **c**, **d** Immunostaining (**c**) and quantification (**d**) of Control (*n* = 5) and *K14-Cre+; Sas-4*^*f/f*^ (*n* = 5) back-skin sections at E15.5 for cell death (Cl.CASP3, red) in the mutant epidermis (scale bar: 20 µm). **e** Similar to (**d**) but at P0 with *n* = 5 for each genotype. **d**, **e** *p < 0.05, **p < 0.01 (two-tailed student’s *T*-test). **f** Cell cycle profiles of isolated primary keratinocytes at P0 of Control (*n* = 3) and *K14-Cre+; Sas-4*^*f/f*^ (*n* = 3) mice. ns not significant (two-tailed student’s *T*-test). **g** Quantification of the percentage of pHH3-positive cells in the basal layer of back-skin epidermal sections at E15.5 of Control (*n* = 5), *K14-Cre+; Sas-4*^*f/f*^ (*n* = 5), *K14-Cre+; Sas-4*^*f/w*^*; p53*^*f/f*^ (*n* = 5) and *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 4) mice. ns not significant, *p < 0.05 (two-tailed student’s *T*-test). **h** Bar chart depicting the over-represented pathways (from the pathway interaction database (PID)) of differentially expressed genes in the *K14-Cre+; Sas-4*^*f/f*^ epidermis compared to controls at E13.5. The *X*-axis represents the negative log_10_ of the *q*-values, the adjusted p-values optimized by the false discovery rate. **i** Similar to (**h**) but for P0 epidermal kerat**i**nocytes. **j** Venn diagram showing the overlap of published p63 target genes^36^ with differentially expressed genes of *K14-Cre+; Sas-4*^*f/f*^ at E13.5 and P0.

Centriole loss causes prolonged mitotic duration which increases the mitotic index^23^. We quantified the number of mitotic cells, marked by phospho-Histone H3 (pHH3), in the basal layer of the epidermis of centrosome mutants and controls at E15.5 (Fig. 2g). We observed an increase in the mitotic index in the centrosome mutant epidermis compared to the control littermates (Fig. 2g)^23,24^. The delay in mitosis in centrosome mutants was also reflected in a slight, but not significant, increase in the G2/M keratinocyte population at P0 (Fig. 2f), likely because mitosis constitutes only a minor fraction of the total cell cycle (~3%).

To gain a deeper understanding of the transcriptional changes in epidermal keratinocytes during the early stages of centriole loss, we performed RNA-Seq analyses on micro-dissected and enzymatically separated back-skin epidermis of control and *Sas-4* mutants at E13.5, before any major phenotypes were apparent. 

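RNA from back-skin epidermal sheets of E13.5 embryos was read in 8 libraries, 4 titled control and 4 titled *Sas-4* mutant. By the genotype tags, the libraries titled control were *Sas-4* fl/wt and lacked *K14-Cre*, and those titled mutant carried it with both *Sas-4* alleles floxed. Effects of Cre itself cannot be told apart from those of *Sas-4* at this stage. *Sas-4* is listed as *Cenpj* (ENSMUSG00000064128), which encodes a protein required to form centrioles, on the minus strand of chromosome 14 of mm10 from 56526761 to 56571846. Its FPKM was 3.72, 3.85, 3.56 and 3.66 in the libraries titled control 1 to 4, and 9.17, 8.66, 9.02 and 8.74 in those titled mutant 1 to 4. The targeted gene was therefore higher, not lower, in the libraries titled mutant (log2 fold change 1.08, standard error 0.05, limma adjusted p = 1.87e-06). Whole-gene FPKM does not show whether the floxed exons were read. The column names of the deposited table also go against the titles, ending in ctrl for the 4 libraries titled mutant and in mut for the 4 titled control. The groups at E13.5 follow the titles and genotype tags. Each direction given for this stage rests on them and is reversed when the libraries are grouped by column name. The authors deposited FPKM values for 49452 genes on mm10, made with the QuickNGS pipeline, and the aligner is not given in the sources used here. FPKM summed to 546593 to 584238 in the libraries titled control (median 578318) and to 549463 to 557512 in those titled mutant (median 551968). Read numbers are not part of these values. The low FPKM values gave depths of 0.942 to 1.033 relative to control 1 in the libraries titled control, and of 0.841 to 0.915 in those titled mutant. Genes with FPKM of at least 1 in at least 4 of the 8 libraries were tested on the log2(FPKM + 1) scale with limma, two-sided, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. The adjusted p-values rest on the spread between libraries of one group. The paper gives the strain as FVB/NRj and the sample labels as FVB/C57BL6. Of the libraries titled control, 2 carry the label number 67, which none of the other 6 libraries carries.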

Among the 258 differentially expressed genes, the vast majority (80%) were upregulated in centrosome mutant keratinocytes (Supplementary Table 1). 

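In the libraries titled *Sas-4* mutant, *Cpt1c*, a carnitine palmitoyltransferase, fell from 26.1 ± 2.25 to 1.60 ± 0.337 FPKM (mean ± SD, n = 4 libraries each; log2 fold change -3.39, limma adjusted p = 3.28e-07). *Ddit4l*, which encodes an inhibitor of mTOR signalling, fell from 8.64 ± 1.5 to 0.205 ± 0.0626 FPKM (log2 fold change -2.99, limma adjusted p = 1.01e-06). Among the 10 largest rises of genes past an adjusted p of 0.05 whose groups did not overlap, *Krt1*, a keratin of suprabasal cells, went from 19.9 ± 3.43 to 80.6 ± 36.5 FPKM (log2 fold change 1.85), and *Thy1* from 1.79 ± 0.570 to 11.3 ± 2.00 FPKM (log2 fold change 2.15). *Gli1*, a target of hedgehog signalling, rose from 1.78 ± 0.217 to 5.45 ± 2.21 FPKM. At an unadjusted p of at most 0.05 and a fold change of at least 2, 145 genes differed, of which 27 (18.6%) were higher and 118 (81.4%) were lower in the libraries titled mutant. Grouped by column name, chosen after the values were seen, the 118 are higher in mutants and the 27 are lower. Of the 12866 genes tested, 3243 passed an adjusted p of 0.05 from limma, 1516 higher and 1727 lower. With a pseudocount of 0.1 the thresholds of fold and unadjusted p took 251 genes, and among genes with a mean FPKM of at least 5 they took 85. When the 2 libraries with the label number 67 were left out, 1267 genes passed the adjusted p.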

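Genes that p53 activates were lower in the E13.5 libraries titled *Sas-4* mutant. Of 43 tested members of a list of p53 targets, 32 were lower, 1 was higher and 10 did not pass an adjusted p of 0.05 from limma (33 lower and 2 higher when adjusted over the list alone). The median log2 fold change of the list was -1.03. The list stood apart from the other tested genes by camera at a preset correlation (adjusted p = 4.75e-23), but not with an estimated one (adjusted p = 0.214 with an estimated correlation). *Cdkn1a* (ENSMUSG00000023067), which encodes the cyclin-dependent kinase inhibitor p21, lies on chromosome 17 of mm10 from 29090979 to 29100722. Its mean FPKM was 66.5 ± 9.35 (SD, n = 4) in the libraries titled control and 7.08 ± 1.92 (SD, n = 4) in those titled mutant (log2 fold change -3.08, standard error 0.17, limma adjusted p = 5.71e-06). *Ccng1*, which encodes cyclin G1, went from 148 ± 20.6 to 23.3 ± 0.614 FPKM, and *Trp53inp1* from 48.3 ± 7.67 to 5.50 ± 0.161 FPKM. *Eda2r*, a receptor of the tumor necrosis factor receptor family, had 9.79 ± 2.19 FPKM in the libraries titled control and 0.565 ± 0.136 FPKM in those titled mutant. The member that was higher, named after its values were seen, was *Ddb2*, which acts in the repair of ultraviolet damage. Grouped by column name, chosen after the values were seen, the same 32 targets are higher and 1 is lower in mutants. The paper's immunostaining shows nuclear p53 rising gradually with stage in the mutant epidermis (Fig. 2a, b). Fig. 2b counts p53-positive nuclei by stage, and the text gives no separate staining result for E13.5. From its E13.5 RNA-Seq, the paper reports most differing genes as higher in mutants, *Bbc3*, *Pmaip1* and *Bax* among them. Protein and RNA are different measures, but both directions go with the column names and against the titles. The paper does not make this comparison.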

As expected, gene ontology analyses showed that the most significantly over-represented category was the “p53 downstream” signaling pathway (Fig. 2h). 

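*Bbc3*, which encodes PUMA, had a mean of 9.05 ± 1.02 FPKM (SD, n = 4) in the E13.5 libraries titled control and 1.5 ± 0.306 FPKM (SD, n = 4) in those titled *Sas-4* mutant (log2 fold change -2.01, limma adjusted p = 4.57e-06). *Pmaip1*, which encodes NOXA, fell from 25.8 ± 1.29 to 8.57 ± 1.24 FPKM (log2 fold change -1.49, limma adjusted p = 1.28e-05). *Bax*, which permeabilizes the outer mitochondrial membrane, fell from 160 ± 9.50 to 76.7 ± 1.67 FPKM (log2 fold change -1.04, limma adjusted p = 1.38e-06). *Fas*, the death receptor, went from 3.01 ± 0.685 to 0.165 ± 0.0581 FPKM (log2 fold change -1.77, limma adjusted p = 3.82e-05). For each of these 4 genes, every library titled mutant lay below every library titled control (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow). Grouped by column name, chosen after the values were seen, each of the 4 is higher in mutants. The paper gives that direction for *Bbc3*, *Pmaip1* and *Bax*. *Fasl*, which encodes the ligand of FAS, was listed at 0 in all 4 libraries titled control and in 3 of the 4 titled mutant, with 0.0134 FPKM in the last, and was not tested. Among 19 tested genes of the apoptotic machinery, 4 were higher, 6 were lower and 9 did not pass (4 higher and 6 lower when adjusted over the list alone), with a camera adjusted p of 0.707.

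**Figure D1:**
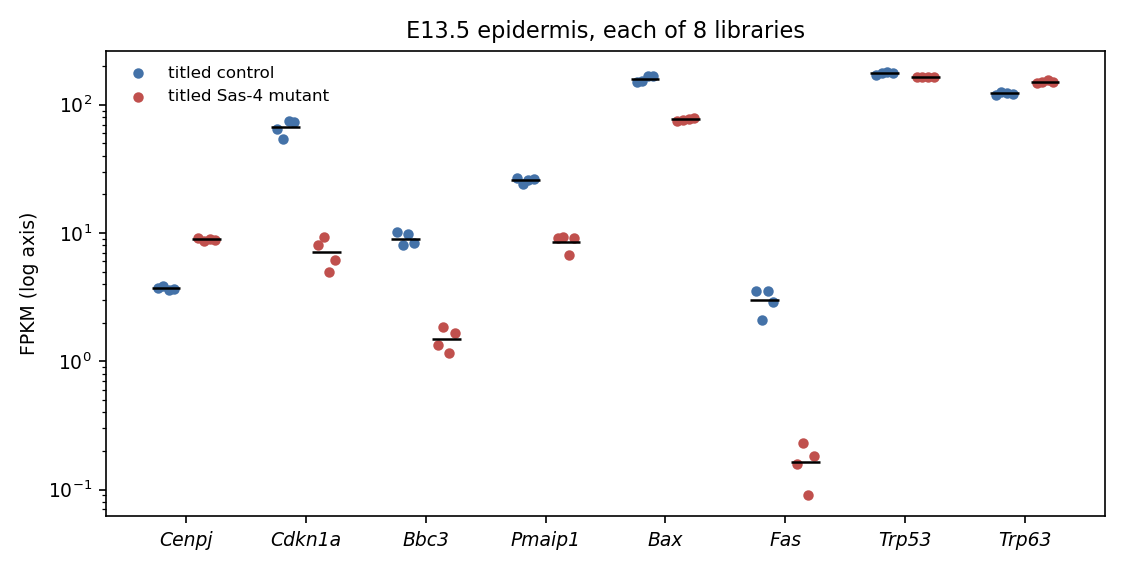
FPKM of 8 genes on a log axis in each of the 8 E13.5 libraries, in blue for those titled control and in red for those titled Sas-4 mutant, with a black line at each mean of 4. The red points of *Cdkn1a*, *Bbc3*, *Pmaip1*, *Bax* and *Fas* lie below the blue points and those of *Cenpj* lie above them.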

Consistent with the increased cell death in these mutants (Fig. 2c, d), the p53-downstream apoptosis target genes *Bbc3* (PUMA) and *Pmaip1* (NOXA) as well as the pro-apoptotic FAS ligand and BAX, were among the upregulated genes (Supplementary Table 1). In addition, p63 and p73 signaling pathways were over-represented among the upregulated genes, suggesting that the upregulated p53 in centrosome mutants might interfere with these closely related family members (Fig. 2h).

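*Trp63*, which encodes the p63 transcription factor of stratified epithelia, went from 123 ± 2.79 FPKM (SD, n = 4) in the libraries titled control to 151 ± 3.01 FPKM (SD, n = 4) in those titled *Sas-4* mutant (log2 fold change 0.30, limma adjusted p = 0.000212). *Trp73* had 7.28 ± 0.688 and 5.51 ± 0.685 FPKM (log2 fold change -0.35, limma adjusted p = 0.0232), a call lost in 6 of the alternatives, with adjusted p up to 0.177. Of 28 tested genes that p63 regulates in keratinocytes, 8 were higher, 4 were lower and 16 did not pass (10 higher and 5 lower when adjusted over the list alone). Of all 12866 genes tested, 3243 passed. Camera, which tests a shift in a common direction, gave an adjusted p of 0.0925 (past the threshold in 2 alternatives, with 0.0278 and 0.0333). *Gata3*, a transcription factor of the epidermal lineage, rose from 24.9 ± 0.670 to 39.2 ± 3.69 FPKM. *Cldn1*, a tight junction gene, rose from 21.8 ± 1.25 to 32.1 ± 0.892 FPKM. These directions rest on the titles. Grouped by column name, *Trp63*, *Gata3* and *Cldn1* are lower and *Trp73* is higher in mutants. The counts of higher and lower list members then change places. The list of p63-regulated genes was written from general knowledge, and the pathway gene sets of Fig. 2h were not used here. From the over-representation of the p63 and p73 pathways, the paper proposes that raised p53 may interfere with these related factors.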

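Back-skin keratinocytes of newborn mice, isolated with dispase II and then TrypLE by the sample labels (trypsin in the paper's Methods) and frozen without plating, were read in 8 libraries, 4 control and 4 *Sas-4* mutant. In this experiment the titles, genotype tags and column names give the same groups. *Cenpj*, the gene of *Sas-4*, was at 4.35, 3.35, 3.22 and 4.29 FPKM in controls 1 to 4 and at 1.52, 1.41, 1.35 and 1.09 FPKM in mutants 1 to 4 (log2 fold change -1.03, standard error 0.12, limma adjusted p = 0.000141). Of the controls, all *Sas-4* fl/wt by their tags, 2 carried *K14-Cre* and 2 did not. Those that carried it were controls 2 and 3, which had the lower *Cenpj* values among the controls. Y-linked genes were read in 1 of the 4 controls and in 3 of the 4 mutants. FPKM values for 49452 genes were deposited by the authors in a table of its own for this stage. They summed to 605744 to 645991 in the controls (median 639226) and to 637984 to 740238 in the mutants (median 653160). Depth relative to control 1, read from the low values, was 0.927 to 1.002 in the controls and 0.950 to 1.112 in the mutants, and 12952 to 13189 genes reached 1 FPKM in the controls against 12407 to 12536 in the mutants. The filter, the log2(FPKM + 1) scale and the test were those used for the epidermal sheets of E13.5, and each stage was tested within its own table. Of the tested genes, 42 were listed at 0 in at least 1 library and above 20 FPKM in another, which can be a failed estimate, so zeros are not read as absence.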

To study how the centrosome mutant keratinocytes coped with p53 upregulation without inducing cell death or major cell cycle changes at P0 (Fig. 2a–f), we performed RNA-Seq on isolated keratinocytes from centrosome mutants and controls and analyzed the changes in the transcriptional programs at birth. 

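Keratins of the activated epidermis were higher and genes of the hair follicle were lower in the *Sas-4* mutant keratinocytes at P0. *Krt16* rose from 237 ± 132 FPKM (SD, n = 4) in controls to 3764 ± 525 FPKM (SD, n = 4) in mutants (log2 fold change 4.15, limma adjusted p = 3.51e-05). *Lhx2*, a transcription factor of hair follicle progenitors, fell from 75.6 ± 9.34 to 3.83 ± 1.19 FPKM (log2 fold change -4.02, limma adjusted p = 1.53e-06). The inner root sheath keratin *Krt28* fell from 23.8 ± 8.07 to 0.672 ± 0.243 FPKM. *Krt15*, listed here with the basal keratinocyte genes, fell from 1588 ± 124 to 136 ± 37.0 FPKM. Of the 15 tested basal genes, 3 were higher and 3 were lower. Of 17 tested genes of the hair placode, 16 were lower and none was higher (16 lower when adjusted over the list alone), with a camera adjusted p of 7.74e-06 (adjusted p = 0.328 with an estimated correlation). Of 12 genes of hair differentiation, 11 were lower (11 lower and 1 higher when adjusted over the list alone), with a camera adjusted p of 7.03e-05 (adjusted p = 0.328 with an estimated correlation). All 14 tested markers of myeloid and Langerhans cells were lower (14 when adjusted over the list alone), among them *Csf1r*, from 25.5 ± 5.60 to 4.53 ± 0.348 FPKM, with a camera adjusted p of 3.31e-07 (adjusted p = 0.328 with an estimated correlation). At an unadjusted p of at most 0.05 and a fold change of at least 2, 1038 genes differed, 343 (33.0%) higher and 695 lower in mutants. Of 13033 genes tested, 5515 passed an adjusted p of 0.05 from limma, 1520 higher and 3995 lower, and 3002 passed when only controls with *K14-Cre* were used. After median-of-ratios scaling 2424 were higher and 2551 lower, and after quantile normalization 2320 and 2480. The median log2 fold change of all tested genes was -0.15, and the share of higher genes at the unadjusted thresholds was 45.3% after median-of-ratios scaling and 50.45% after quantile normalization.

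**Figure D2:**
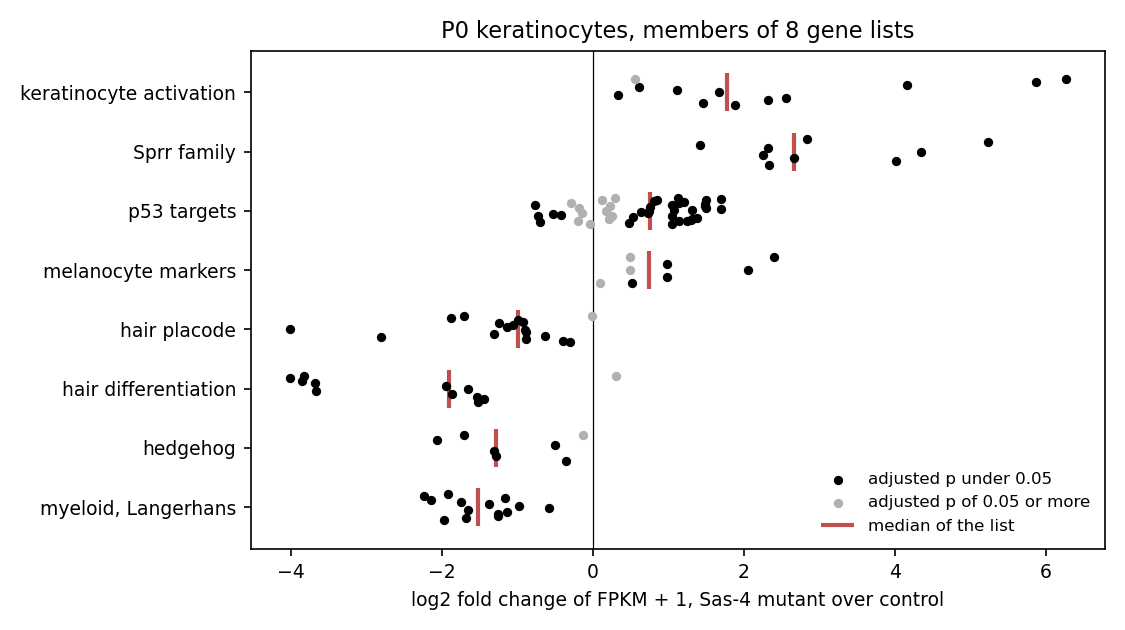
Log2 fold changes of FPKM + 1 between *Sas-4* mutant and control keratinocytes at P0, for the tested members of 8 gene lists, each point a gene, black where the adjusted p was under 0.05, with a red line at the median of each list. The medians of the lists of hair placode, hair differentiation, hedgehog and myeloid genes lie below 0 and those of the other 4 lists above it.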

The data showed that over 3600 genes were differentially expressed at this stage, ~40% of which were upregulated in centrosome mutants (Supplementary Table 2). 

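*Nrg1*, a ligand of ErbB3 and ErbB4, rose in the *Sas-4* mutant keratinocytes at P0 from 0.676 ± 0.386 to 16.0 ± 7.77 FPKM (SD, n = 4 each; log2 fold change 3.28, limma adjusted p = 3.37e-05). The EGFR ligands *Areg* and *Tgfa* rose from 1.11 ± 0.451 to 9.70 ± 2.92 FPKM and from 3.18 ± 0.295 to 10.4 ± 3.27 FPKM. *Lrig1*, which restrains EGFR, fell from 58.6 ± 5.60 to 26.6 ± 2.70 FPKM. *Egfr* itself had 15.9 ± 1.56 and 18.4 ± 5.65 FPKM (limma adjusted p = 0.543). Of 13 tested ErbB ligands, receptors and feedback genes, 6 were higher, 2 were lower and 5 did not pass (7 higher and 2 lower when adjusted over the list alone; 1 lower after median-of-ratios scaling), with a camera adjusted p of 0.00473 (adjusted p = 0.328 with an estimated correlation). Of 25 tested targets of HIF1, 9 were higher, 6 were lower and 10 did not pass (9 higher and 6 lower when adjusted over the list alone), and 3 were lower after either other scaling. *Adm* rose from 1.09 ± 0.745 to 8.68 ± 0.163 FPKM and the glycolytic genes *Eno1* and *Ldha* from 203 ± 22.0 to 347 ± 6.45 FPKM and from 404 ± 62.9 to 696 ± 57.4 FPKM. The HIF1 list had a camera adjusted p of 0.00632 (adjusted p = 0.419 with an estimated correlation), and of 0.0534 after quantile normalization.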

Besides the p53-downstream, p73, and p63 pathways, the EGFR (ErbB) and HIF1 pathways were also over-represented (Fig. 2i). 

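*Krt6a* and *Krt6b*, keratins of wounded and hyperproliferative epidermis, had the largest and the next largest rise in log2 fold change among the genes tested at P0. *Krt6a* rose from 43.1 ± 21.4 FPKM (SD, n = 4) in controls to 3098 ± 228 FPKM (SD, n = 4) in *Sas-4* mutants, 71.9-fold (log2 fold change 6.27, standard error 0.30, limma adjusted p = 1.68e-06). *Krt6b* rose from 55.6 ± 37.4 to 2774 ± 535 FPKM, 49.9-fold (log2 fold change 5.87, standard error 0.45, limma adjusted p = 1.74e-05). All 9 tested *Sprr* genes, which encode precursors of the cornified envelope, were higher (9 when adjusted over the list alone), with a median log2 fold change of 2.66 and a camera adjusted p of 2.64e-11 (adjusted p = 0.191 with an estimated correlation). *Sprr1b* rose from 41.0 ± 37.4 to 1186 ± 203 FPKM and *Sprr2d* from 1.96 ± 1.46 to 55.3 ± 9.81 FPKM. Of 11 tested *S100a* genes, 7 were higher, 2 were lower and 2 did not pass (7 and 2 when adjusted over the list alone), with a camera adjusted p of 0.00158 (adjusted p = 0.328 with an estimated correlation). The antimicrobial *S100a8* and *S100a9* rose from 1.06 ± 0.498 to 66.1 ± 21.0 FPKM and from 3.12 ± 2.33 to 132 ± 24.6 FPKM, while *S100a3* fell from 15.2 ± 6.17 to 4.24 ± 0.745 FPKM and *S100a4* from 27.5 ± 5.39 to 11.3 ± 2.13 FPKM. Of 12 tested genes of keratinocyte activation, 11 were higher and none was lower (12 higher when adjusted over the list alone), with a camera adjusted p of 1.76e-10 (adjusted p = 0.129 with an estimated correlation). Of 32 tested genes of the granular and cornified layers, 13 were higher and none was lower (13 higher when adjusted over the list alone), among them *Tgm1*, the transglutaminase that cross-links the envelope, from 20.1 ± 5.12 to 73.0 ± 8.25 FPKM (camera adjusted p = 1.07e-08, and adjusted p = 0.328 with an estimated correlation). Reads may be shared between *Krt6a* and *Krt6b* and among the *Sprr2* genes, so the values of single members are uncertain.

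**Figure D3:**
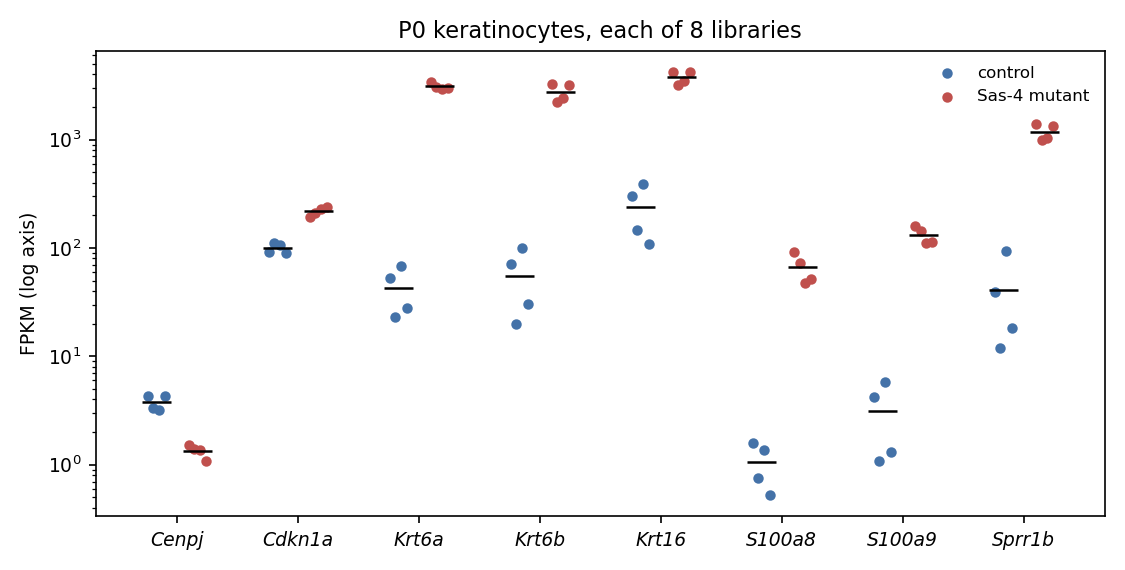
FPKM of 8 genes on a log axis in each of the 8 P0 libraries, in blue for controls and in red for *Sas-4* mutants, with a black line at each mean of 4. The red points of *Krt6a*, *Krt6b*, *Krt16*, *S100a8*, *S100a9* and *Sprr1b* lie above the blue points and those of *Cenpj* lie below them.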

In agreement with K6A upregulation (Fig. 1h), *Krt6a* and *Krt6b* were among the most highly induced genes in centrosome mutants, together with many epidermal differentiation-related genes (*S100a* and *Sprr* genes) (Supplementary Table 2). *Cdkn1a* (p21), which is induced upon the activation of the mitotic surveillance pathway in vitro, was also among the upregulated genes and was evident by immunostaining in the centrosome mutant epidermis at P0 (Supplementary Fig. 2b).

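The *Sas-4* mutant keratinocytes at P0 had 219 ± 20.8 FPKM of *Cdkn1a* (mean ± SD, n = 4) against 99.9 ± 10.7 FPKM (n = 4) in controls, 2.19-fold more (log2 fold change 1.12, standard error 0.10, limma adjusted p = 4.1e-05). Mutant values ran from 193 to 240 and control values from 89.7 to 111 FPKM, without overlap (exact permutation test, two-sided p = 0.0286). Other p53 targets rose with it. *Sfn*, which encodes a 14-3-3 protein, rose from 840 ± 110 to 2066 ± 85.2 FPKM, *Psrc1* from 20.8 ± 3.71 to 55.0 ± 3.93 FPKM, and the exonuclease gene *Aen* from 30.9 ± 3.59 to 66.1 ± 2.09 FPKM. The apoptotic *Bbc3*, *Pmaip1* and *Bax* had log2 fold changes of 0.84, 1.5 and 0.81 (limma adjusted p = 0.00200, 0.000181 and 0.00026). Of 43 tested p53 targets, 27 were higher, 5 were lower and 11 did not pass (28 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of 0.76 and a camera adjusted p of 2.21e-12 (adjusted p = 0.311 with an estimated correlation). The 5 that were lower, named after their values were seen, were *Ak1*, *Ddb2*, *Rrm2b*, *Sesn1* and *Xpc*, and 3 targets were lower after median-of-ratios scaling and 2 after quantile normalization. *Trp53* itself had 119 ± 5.52 FPKM in controls and 96.2 ± 16.8 FPKM in mutants (log2 fold change -0.32, limma adjusted p = 0.0473), a call lost in 14 of the alternatives, with adjusted p up to 0.333.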

Both RNA-Seq experiments highlighted the perturbation in the p53/p63/p73 signaling axis in centrosome mutant keratinocytes, where more than 30% of the differentially expressed genes at E13.5 and ~20% at P0 have been shown to be targets of p63 in keratinocytes (Fig. 2j)^36^. 

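Of the 28 tested genes that p63 regulates in keratinocytes, 9 were higher, 11 were lower and 8 did not pass in the *Sas-4* mutants at P0 (9 and 11 when adjusted over the list alone). Of all 13033 genes tested, 5515 passed. Camera gave the list an adjusted p of 0.716, but it tests a shift in a common direction, and members that move both ways cancel. It does not show whether the list holds more changed genes than others. The adhesion genes *Itga3* and *Itgb4* rose from 54.6 ± 3.17 to 90.9 ± 17.4 FPKM and from 83.9 ± 4.06 to 140 ± 22.4 FPKM (SD, n = 4 each). *Fras1*, which anchors the epidermis to the dermis, fell from 11.7 ± 1.98 to 2.66 ± 0.658 FPKM, *Dlx3* from 25.4 ± 2.98 to 9.05 ± 0.738 FPKM and *Pthlh* from 22.4 ± 1.35 to 6.53 ± 0.936 FPKM. *Trp63* had 145 ± 3.34 FPKM in controls and 107 ± 28.1 FPKM in mutants (limma adjusted p = 0.0574, past the threshold in 4 alternatives with adjusted p from 0.0047 to 0.0276), and *Trp73* had 17.0 ± 1.34 and 12.4 ± 2.95 FPKM (limma adjusted p = 0.035, a call lost in 10 of the alternatives, with adjusted p up to 0.203). Of 11858 genes tested at both stages, 1511 passed an adjusted p of 0.05 in each. Grouped by title at E13.5, 470 were lower at E13.5 and higher at P0 (179 for independent lists), 770 were higher and then lower (417), 62 were higher at both stages (153) and 209 were lower at both (489). Grouped by column name, these turn into 470 higher and 770 lower at both stages, with 62 and 209 in opposite directions. At the unadjusted thresholds 64 genes were shared. The published p63 target genes of Fig. 2j were not used here. The paper states that the p53, p63 and p73 axis is perturbed in both experiments, and gives the share of p63 targets among the differing genes (Fig. 2j).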

Similar to controls, p63 and p73 were still readily detectable by immunostaining in the nuclei of basal cells in the centrosome mutant epidermis at P0 (Supplementary Fig. 2c), suggesting that the unusually high levels of p53 in the nuclei of centrosome mutant keratinocytes might compete with p63 and p73 for target binding.

### Centrosome mutants activate the mitotic surveillance pathway

Centrioles are required for efficient mitosis, which is associated with the suppression of the activation of the p53-dependent mitotic surveillance pathway (Fig. 3a)^30^. We tested whether the loss of p53 can bypass the activation of this pathway in the centrosome mutant skin epidermis (Fig. 3b). We observed that the simultaneous knockout of *p53* in the *Sas-4*/centrosome mutant skin epidermis significantly rescued the gross epidermal and hair follicle defects, including the epidermal thickness and hair follicle numbers (Fig. 3b–d). Moreover, the increase in K6A expression in centrosome mutant keratinocytes was dependent on p53, because the *Sas-4 p53* double mutant epidermis showed a rescue of K6A back to the levels in the control (Fig. 3e). However, the loss of p53 does not rescue cilia formation or prolonged mitosis, because it does not restore centrioles or shorten mitosis^23^, and thus, the double mutants still showed a higher mitotic index compared to controls (Fig. 2g).

**Fig. 3:**
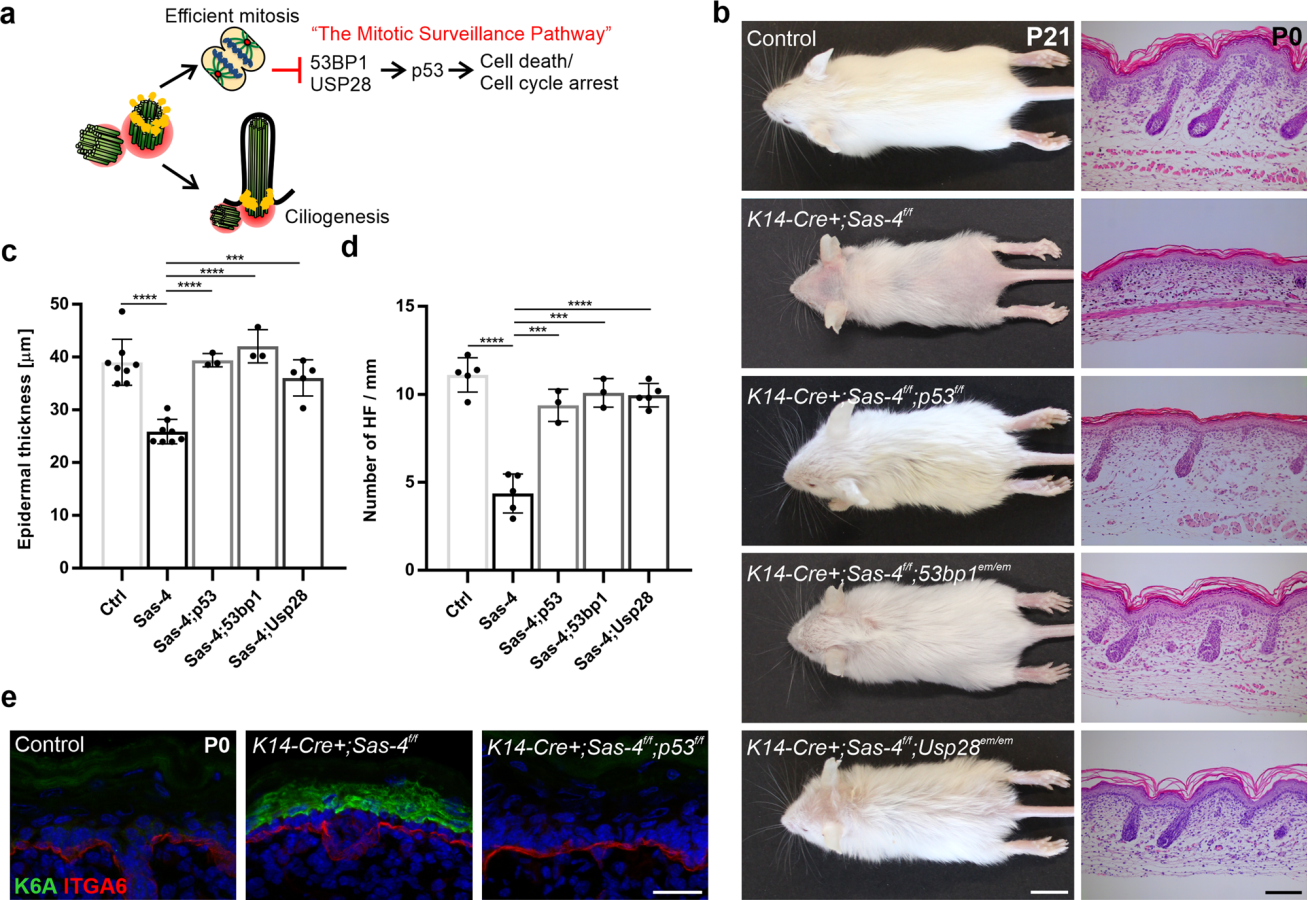
The skin epidermal phenotypes in centrosome mutants are due to the activation of the mitotic surveillance pathway. **a** Centrioles, besides providing the essential template for cilia, ensure efficient mitosis and repress the activation of the mitotic surveillance pathway: p53 stabilization mediated by 53BP1 and USP28 leading to cell death (mainly shown in vivo) or cell cycle arrest (mainly shown in vitro). **b** Gross phenotypes of Control, *K14-Cre+; Sas-4*^*f/f*^, *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^; *K14-Cre+; Sas-4*^*f/f*^*; 53bp1*^*em/em*^ and *K14-Cre+; Sas-4*^*f/f*^*; Usp28*^*em/em*^ mice are shown at P21 (scale bar: 1 cm), as well as H&E histological staining of back-skin sections at P0 (scale bar: 100 µm). **c** Quantification of the interfollicular epidermal thickness (**c**), excluding the cornified layer, at P0 of Control (*n* = 8), *K14-Cre+; Sas-4*^*f/f*^ (*n* = 8), *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 3), *K14-Cre+; Sas-4*^*f/f*^*; 53bp1*^*em/em*^ (*n* = 3) and *K14-Cre+; Sas-4*^*f/f*^*; Usp28*^*em/em*^ (*n* = 5) mice. Control and *K14-Cre+; Sas-4*^*f/f*^ animals are part of the same experiment in Fig. 1. **d** Quantification of the number of hair follicles at P0 of Control (*n* = 5), *K14-Cre+; Sas-4*^*f/f*^ (*n* = 5), *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 3), *K14-Cre+; Sas-4*^*f/f*^*; 53bp1*^*em/em*^ (*n* = 3) and *K14-Cre+; Sas-4*^*f/f*^*; Usp28*^*em/em*^ (*n* = 5) mice. **c**, **d** ***p < 0.001, ****p < 0.0001 (two-tailed student’s *T*-test or one-way ANOVA and Tukey’s multiple comparisons test without adjustments). Bars represent mean ± SD. **e** Immunostaining of Control, *K14-Cre+; Sas-4*^*f/f*^ and *K14-Cre+; Sas-4*^*f/f*^; *p53*^*f/f*^ back-skin sections at P0 for K6A (green) and ITGA6 (red) (scale bar: 25 µm).

We then asked whether the loss of *Usp28* or *53bp1*, which have been implicated in the activation of the mitotic surveillance pathway in human cell lines in vitro (Fig. 3a)^27–29^, would recapitulate the p53 deficiency in centrosome mutants in vivo. We generated *Usp28* and *53bp1* mutant mice using CRISPR/Cas9 (see “Methods”) and crossed each allele to the *Sas-4* conditional mutants and *K14-Cre* to generate *Sas-4 Usp28* and *Sas-4 53bp1* double mutant skin epidermis. Remarkably, our data showed that these mice had a phenotypic rescue similar to the *Sas-4 p53* double mutants, establishing their essential role in the p53-dependent pathway in vivo (Fig. 3b–d). These rescues were quite significant even though our CRISPR/Cas9-generated mutations in *Usp28* and *53bp1* had residual proteins by immunostaining (Supplementary Fig. 3a, b), suggesting that they were likely to be hypomorphic alleles. Consistent with the variable nature of hypomorphic mutations, p53 nuclear levels only significantly decreased in the *Sas-4 53bp1* double mutants compared to the *Sas-4* single mutants (Supplementary Fig. 3d).

### Cell division orientation of the basal progenitors does not correlate with epidermal differentiation in the mutants

The *Sas-4/*centrosome *p53* double mutants, which showed normal epidermal thickness at birth (Fig. 3b, c), allowed us to examine the consequences of the loss of centrioles in regulating cell division orientation and its relationship to epidermal differentiation. We used immunostaining for Integrin-α6 (ITGA6), to mark the basement membrane zone, and Survivin, a mid-body marker to highlight the mitotic cells in late anaphase to telophase when the division orientation is final and measured the angles of cell division orientation in sections of the back-skin of *Sas-4 p53* double mutant and control animals (Fig. 4a–d)^12^. Published data that analyzed late stages of mitosis considered E16–E17 as the peak of epidermal stratification, with a fine balance between parallel (0–29°) and perpendicular (60–90°) division orientation, whereas earlier stages (E14–E15) showed random orientation proportions^18^. Consistent with this, at E15.5, there was no significant difference between the cell division orientation proportions between control and *Sas-4 p53* mutants (Fig. 4b). Statistical analyses (two-way ANOVA and Kolmogorov–Smirnov test) showed that the three division orientation bins (parallel, oblique, or perpendicular) had an equal likelihood of occurrence regardless of the genotype, suggesting that they are random in nature.

**Fig. 4:**
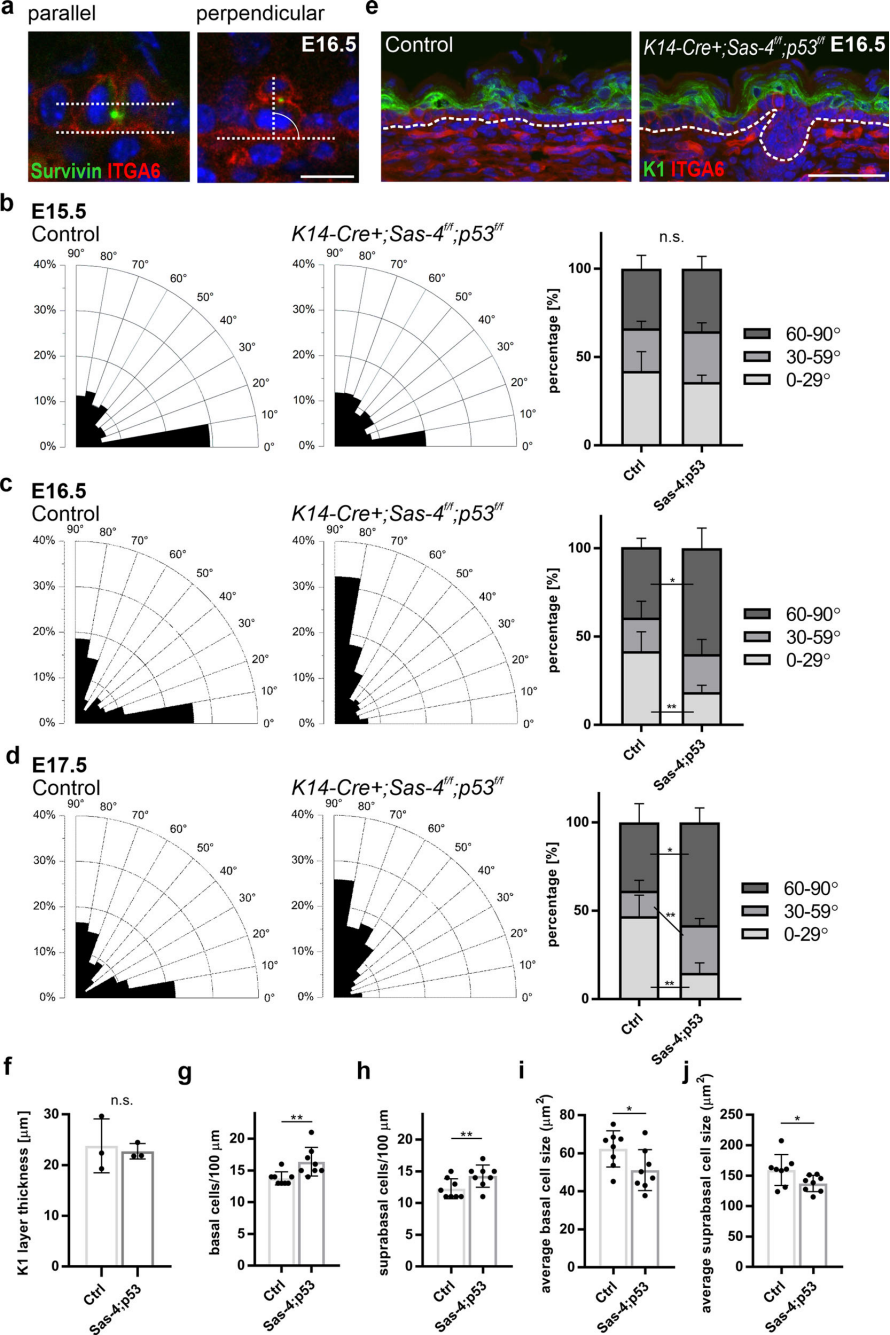
The proportions of cell division orientation in the basal progenitors do not correlate with differentiation at late stages in *Sas-4 p53* mutants. **a** Representative image of parallel and perpendicular dividing basal cells from immunostaining (Survivin, green, and ITGA6, red) of back-skin sections of the interfollicular epidermis of Controls at E16.5 (scale bar: 10 µm). **b** Radial histograms of the distribution of the angles of cell division orientation in late anaphase to telophase of basal epidermal cells of Controls and *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ animals at E15.5. Percentages of parallel (0–29°), oblique (30–59°), and perpendicular (60–90°) dividing basal layer cells of Controls (*n* = 3) and *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 3) animals at E15.5. **c** Similar to (**b**) at E16.5. **d** Similar to (**b**) at E17.5 with *n* = 5 independent animals for each genotype and time point. **b**–**d** ns not significant, *p < 0.05, **p < 0.01 (two-tailed student’s *T*-test). **e**, **f** Immunostaining (**e**) and quantification (**f**) of the differentiated (K1-positive, green) layer in back-skin sections at E16.5 of Control (*n* = 3) and *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 3) mice (scale bar: 50 µm). The dashed line represents the epidermal-dermal interface in all panels. **g**, **h** Quantification of the density (cells per 100 µm) of basal (**g**) and suprabasal (**h**) layer cells of sagittal back-skin epidermal sections of Controls (*n* = 8) and *K14-Cre+; Sas-4*^*f/f*^*; p53*^*f/f*^ (*n* = 8) animals at E16.5. **i**, **j** Quantification of the average cell size of basal (**i**) and suprabasal (**j**) layer cells from (**g**) and (**h**), respectively, with *n* = 8 independent animals for each genotype. ns not significant, *p < 0.05, **p < 0.01 (two-tailed student’s *T*-test). Angle measurements were compared using a two-way ANOVA, Kolmogorov–Smirnov test, and Chi-squared test, all of which gave similar statistical significance outcomes. Bars represent mean ±  SD.

However, at E16.5 and E17.5, the measurements showed a significant shift towards more perpendicular cell division orientation in the *Sas-4 p53* double mutant skin epidermis (~60%) at both E16.5 and E17.5 compared to heterozygous and *p53* mutant controls (~40%) (Fig. 4c, d; Supplementary Fig. 4a). The increase in the proportion of perpendicular division orientation in the mutants was accompanied by a significant decrease in parallel division orientation at both stages (~15–20% in the mutants compared to ~40% or more in controls) (Fig. 4c, d). In contrast, similar measurements in *Sas-4* single mutants at E16.5, which have a thinner epidermis by P0 (Fig. 1f), had an increased proportion of parallel divisions (Supplementary Fig. 4b), in line with the prevailing model (see “Discussion”).

We next tested if the cell division orientation data in *Sas-4 p53* double mutants at E16–E17 were consistent with the current model of basal keratinocyte progenitors’ division orientation determining the balance between proliferation and differentiation. First, if a perpendicular division orientation was asymmetric in nature, then an increase in its proportion should lead to more differentiation in the mutants. Thus, we measured the thickness of the K1-positive suprabasal layers at E16.5, and the data showed that it was not changed in the mutants relative to controls (Fig. 4e, f). In addition, the skin epidermal histology and thickness in the *Sas-4 p53* double mutant skin at birth were also similar to controls (Fig. 3b, c). Second, if a parallel division orientation was symmetric, then a decrease in its proportion should result in a lower density of basal keratinocyte progenitors. Instead, the *Sas-4 p53* double mutant skin epidermis showed an increase in the density of basal, as well as suprabasal, cells compared to controls (Fig. 4g, h). Accordingly, the average cell size in each layer decreased proportionally in the double mutants (Fig. 4i, j). Both phenotypes of cell number and average size changes in the *Sas4 p53* double mutants seemed to be dependent on p53 and/or cilia (Supplementary Fig. 4c, d). We then checked whether increased proliferation could explain the maintenance, or even increase, in the number of basal cells in the mutants, but the data using EdU incorporation showed no significant difference between the mutants and controls (Supplementary Fig. 4e). In this context, our data suggested that basal keratinocyte progenitors’ proliferation and differentiation were uncoupled from cell division orientation during the later stages of epidermal skin development.

### Cell delamination may contribute to epidermal stratification

Because our data suggested that basal progenitor division orientation may not necessarily dictate epidermal stratification and differentiation, we next asked whether other mechanisms, such as cellular delamination, contribute to stratification during development. Embryonic development on the organismal level is reliant on proliferation and cell division in vivo. Therefore, we used a well-established ex vivo developing mouse skin culture that recapitulates epidermal differentiation as well as hair follicle development^37^. We treated skin explant cultures at E13.5, which had only a thin K10-positive differentiated layer, with mitomycin C (MMC) to stop proliferation and cell division, and then incubated the explants for one (E14.5) or two (E15.5) days^38^. Proliferation and cell division were drastically inhibited in the MMC-treated skin explants compared to controls, as assayed by EdU incorporation and pHH3 staining at E14.5 and E15.5 (Supplementary Fig. 5a). We observed some speckle nuclear staining of pHH3 in MMC-treated skin, presumably in cells arrested in G2, but no staining reflecting condensed mitotic chromosomes. Importantly, despite the inhibition cell division and elevated cell death (Cl.CASP3, Supplementary Fig. 5b), the MMC-treated skin epidermis retained some capacity to stratify and differentiate, as shown by the substantial increase in the K10-positive layer thickness at E14.5 and E15.5 (Supplementary Fig. 5a, c). Moreover, the number of basal (K10-negative) cells sharply decreased in the MMC-treated explants compared to the corresponding controls at E14.5 and E15.5 (Supplementary Fig. 5d). In addition, the number of K10-expressing suprabasal cells in the MMC-treated explants increased approximately fourfold at E14.5 and E15.5 compared to the E13.5 controls but was still significantly lower than that in the vehicle-treated controls (Supplementary Fig. 5e). The combined cell number deficiency in the MMC-treated skin cultures was not unexpected because of the inhibition of proliferation and resulting in cell death (Supplementary Fig. 5a, b). The data suggested that upon the inhibition of proliferation and cell division, other mechanisms, most likely cellular delamination from the basal to the suprabasal layers, can contribute to epidermal stratification and differentiation^18^.

### Time-lapse imaging reveals epidermal basal layer flexibility, cellular delamination, and suprabasal divisions

We then asked whether a perpendicular cell division orientation and/or cellular delamination of the basal progenitors contribute to epidermal stratification and the formation of the suprabasal layers. We recorded time-lapse movies of the skin explants on filters between E13.5–E15.5;^39^ however, the *Z*-dimension resolution was not sufficient to follow dividing cells (Supplementary Fig. 5f). Thus, we flipped the explants as skin rolls to transform the initial *Z*-dimension into an *XY* plane (see “Methods”). This culture method did not affect skin epidermal stratification and differentiation as shown by K10 staining and even better resembled the embryonic skin in vivo than the flat skin cultures (compare the staining on skin rolls in Supplementary Fig. 5g and the flat skin explants in Supplementary Fig. 5h). We focused on the daughter cells of perpendicularly dividing basal progenitors (~80–90°) that point away from the epidermal-dermal interface, and assessed their position over time. Our data showed that almost half of these cells could be incorporated close to the neighboring basal cells (Fig. 5a; Supplementary Movie 1), whereas the other half remained in the second layer (Fig. 5b; Supplementary Movie 2). Moreover, we observed progenitor basal cells that delaminated, moved up, and divided suprabasally shortly afterward (Fig. 5c; Supplementary Movie 3). The data from the time-lapse experiments suggested that the progenitors in the basal layer can stratify by delamination and may be boosted by suprabasal divisions to form the multi-layered epidermis, most likely independent of cell division orientation.

**Fig. 5:**
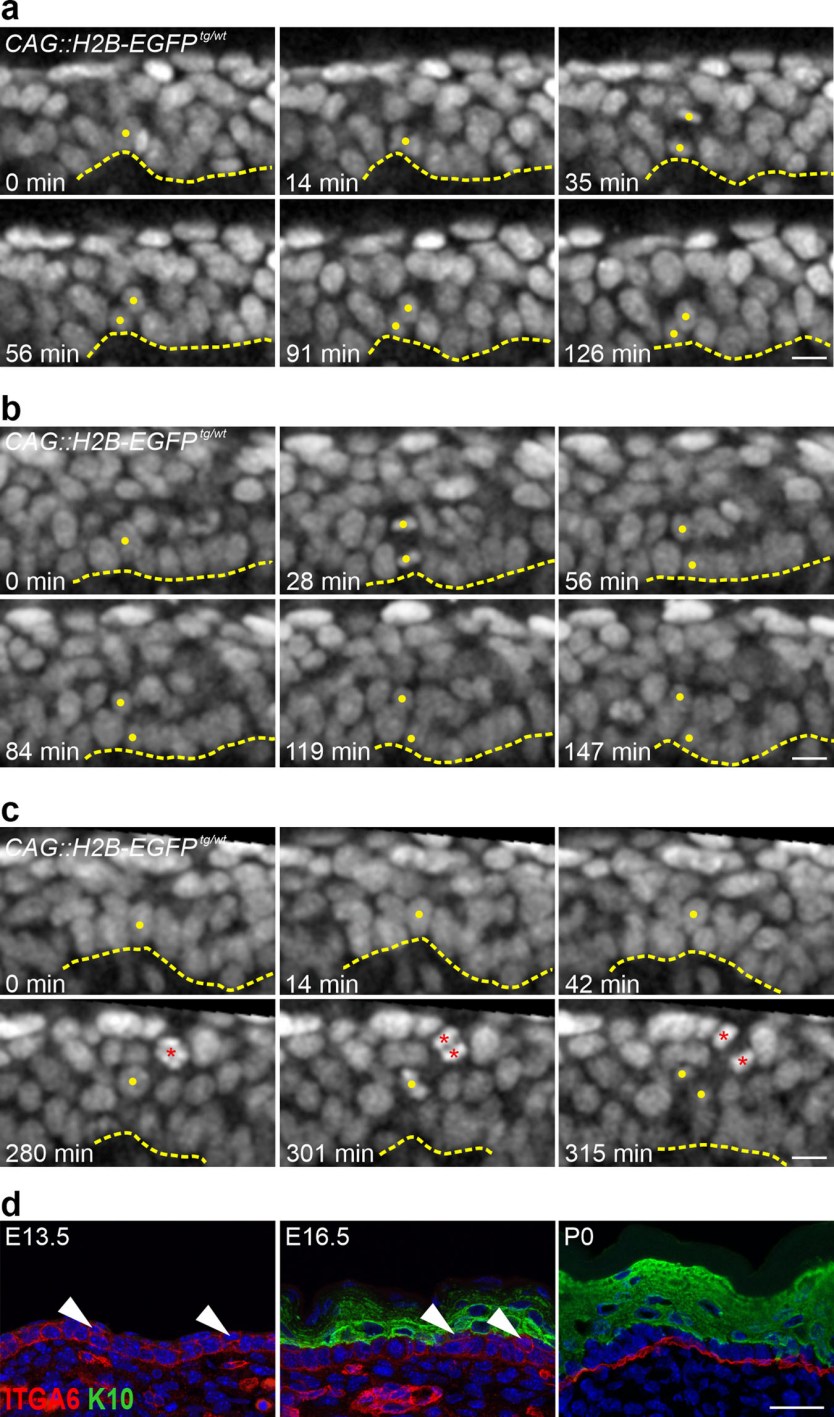
The skin epidermal basal layer is more flexible during development. **a**–**c** Time-lapse images of the CAG::H2B-EGFP nuclear reporter (gray) in E13.5–E14.5 skin-roll explants taken every 7 min. **a**, **b** Examples of perpendicular dividing basal cells with daughter cells that point away from the epidermal-dermal interface that was either integrated into the basal layer after division ((**a**), 44 out of 94 cells), or remained in the second layer for the duration of the analysis ((**b**), 50 out of 94 cells). **c** An Example of a delaminating cell that left the basal layer moved suprabasally and divided (a total of 46 cells observed). Note the other dividing suprabasal cell (red asterisks) (scale bars: 10 µm). The data were obtained from five explants taken from five different embryos in five independent imaging experiments. The dashed line represents the epidermal-dermal interface in all panels. Yellow dots mark the cells of interest. **d** Immunostaining of back-skin sections at the indicated stages stained for ITGA6 (red) and K10 (green) (scale bar: 25 µm). Arrowheads indicate cells in the second layer that are positive for ITGA6 but negative for K10.

During our analyses of the developing mouse embryonic skin epidermis, we noticed that the basal layer character does not necessarily require that the basal keratinocytes appear in direct contact with the underlying basement membrane. This was particularly evident upon staining with ITGA6 (basal) and K10 (suprabasal) at different epidermal developmental stages (Fig. 5d). From E13.5–E17.5, ITGA6 was surrounding the entire basal keratinocytes, including some that seemed to be in the second layer but were negative for K10 (Fig. 5d), as well as the daughter cells in a perpendicular division that point away from the epidermal-dermal interface (Fig. 4a)^40^. The ex vivo flat skin explant culture on filters at E13.5, which was just released from the stretching tension of the embryo, showed an even thicker (approximately three cell layers) ITGA6-positive and K10-negative pseudo-stratified basal layer at E13.5 (Supplementary Fig. 5h), supporting the in vivo data. On the other hand, basement membrane markers, such as COL4A4 and LAMA1, were confined to the basement membrane at E16.5 (Supplementary Fig. 5i, j). Collectively, our data suggested that the skin epidermal basal layer is more flexible during development where cells move to a seemingly second layer, for example during a perpendicular division, but still retain a basal keratinocyte progenitor character.

### The developing epidermis stratifies and differentiates in two phases

To gain more insight into the epidermal stratification process at the different stages, we turned to a modeling-based approach (“Supplementary theory” in “Methods”) informed by measurements of dynamic tissue growth parameters during back-skin interfollicular epidermal development (E12.5–E18.5), in the anteroposterior axis (sagittal sections, Fig. 6) and the dorso-ventral axis (transverse sections, Supplementary Fig. 6). We quantified the following parameters: (1) the net rate of embryonic growth (Fig. 6a; Supplementary Fig. 6a, b), (2) the density of basal and suprabasal cells (Fig. 6b, c; Supplementary Fig. 6c, d), (3) the proliferation index of basal and suprabasal cells (Fig. 6d; Supplementary Fig. 6e). Based on our data above (Fig. 5d), we defined basal progenitor cells by their expression of ITGA6 but not K10, whereas suprabasal cells express K10 but not ITGA6. While the total embryonic growth was approximately linear along the different axes between E12.5–E18.5 (Fig. 6a; Supplementary Fig. 6a, b), we made two important observations regarding the suprabasal layer. First, the major increase in the number of suprabasal cells occurred between E13.5–E15.5 (Fig. 6b, c; Supplementary Fig. 6c, d). Second, the suprabasal cells were highly proliferative during the same window of epidermal development (Fig. 6d; Supplementary Fig. 6e), consistent with the data from the time-lapse imaging of skin roll explants (Fig. 5c; Supplementary Movie 3)^10,41,42^. Overall, our measurements and modeling support a two-phase behavior for basal and suprabasal cells during epidermal stratification and differentiation (Fig. 6e). The first phase between E12.5–E15.5 is characterized by proliferation and amplification to fuel stratification, where the suprabasal cells proliferate to populate the newly-forming suprabasal layers. Consistently, the total number of cells rises exponentially by a factor of 7.4 during this phase (Fig. 6e), almost twice the net area expansion of the tissue (Fig. 6a; Supplementary Fig. 6a, b). In addition, the density of suprabasal cells reaches parity and equilibrium with that of the basal progenitor cells at the end of this phase (at E15.5; Fig. 6c; Supplementary Fig. 6d). The second phase between E15.5–E18.5 is characterized by a precipitous slowdown in the proliferation rate, especially in the suprabasal cells which largely undergo terminal differentiation (Fig. 6d; Supplementary Fig. 6e). The total number of cells in this second phase rises linearly by a mere factor of 2 (Fig. 6e), in proportion to the net expansion of the tissue. The cell densities in both layers remain similar and largely unchanged during this phase (Fig. 6c; Supplementary Fig. 6d). Collectively, our data suggest that the major phase of epidermal stratification takes place between E13.5–E15.5 and is boosted by the proliferating suprabasal cells^10,41,42^.

**Fig. 6:**
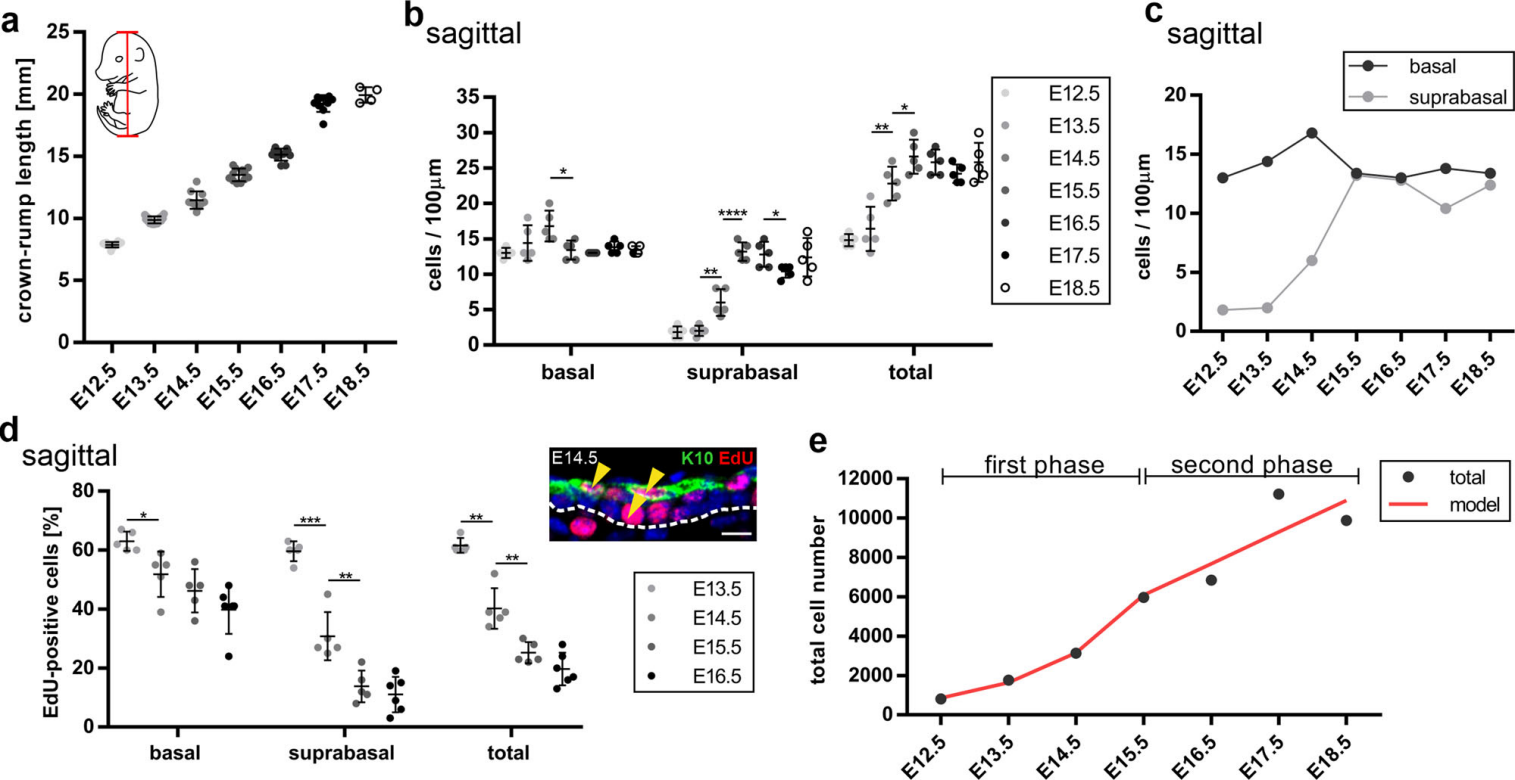
Skin epidermal stratification occurs in two phases. **a** Quantification of the crown-rump distance as depicted in the embryo schematic (red line) in wild-type embryos from E12.5–E18.5. Note the linear trend of the growth. E12.5: *n* = 10, E13.5: *n* = 16, E14.5: *n* = 10, E15.5: *n* = 12, E16.5: *n* = 11, E17.5: *n* = 10 and E18.5: *n* = 4 **b**, **c** Cell densities (cells per 100 µm) of basal and suprabasal layers of sagittal back-skin sections of the epidermis from E12.5–E18.5 with *n* = 5 independent animals for each time point. **c** The suprabasal cell density reaches parity with that of the basal layer starting at E15.5. **d** Quantification of EdU-positive cells in the basal and suprabasal layers from sagittal back-skin sections of the epidermis at the indicated time points, with an example of the EdU (red)/K10 (green) staining shown at E14.5 (arrowheads) (scale bar: 10 µm). *n* = 5 for E13.5–E15.5 and *n* = 6 for E16.5. **e** The graph depicts the exponential increase in total cell number in the first phase of stratification between E12.5–E15.5 and the linear-trend increase in the second phase between E15.5–E18.5, shown as the calculated total cell number from the measurements (total) and in agreement with the model (red line). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-tailed student’s *T*-test). Bars represent mean ± SD.

### The human skin epidermis harbors a proliferative suprabasal population that is increased in hyperproliferative disorders

Our data on the high proliferation rate of suprabasally-committed keratinocytes prompted us to further investigate whether the adult human skin also harbors such a population and assess if it is more prominent in hyperproliferative disorders of the skin^43–45^. Immunostaining using the proliferation marker Ki67 together with K10 showed that ~3% of the K10-positive suprabasal cells in the normal human skin were proliferative (Fig. 7a). As expected in hyperproliferative skin diseases, such as psoriasis and atopic dermatitis, the percentage of proliferative cells was increased approximately fourfold in the basal layer, and so did that of the suprabasally-proliferative population, which increased approximately twofold (Fig. 7a). The data indicated that the human epidermis has a proliferative suprabasal population that is increased, along with the hyperproliferative basal population, in certain disease conditions.

**Fig. 7:**
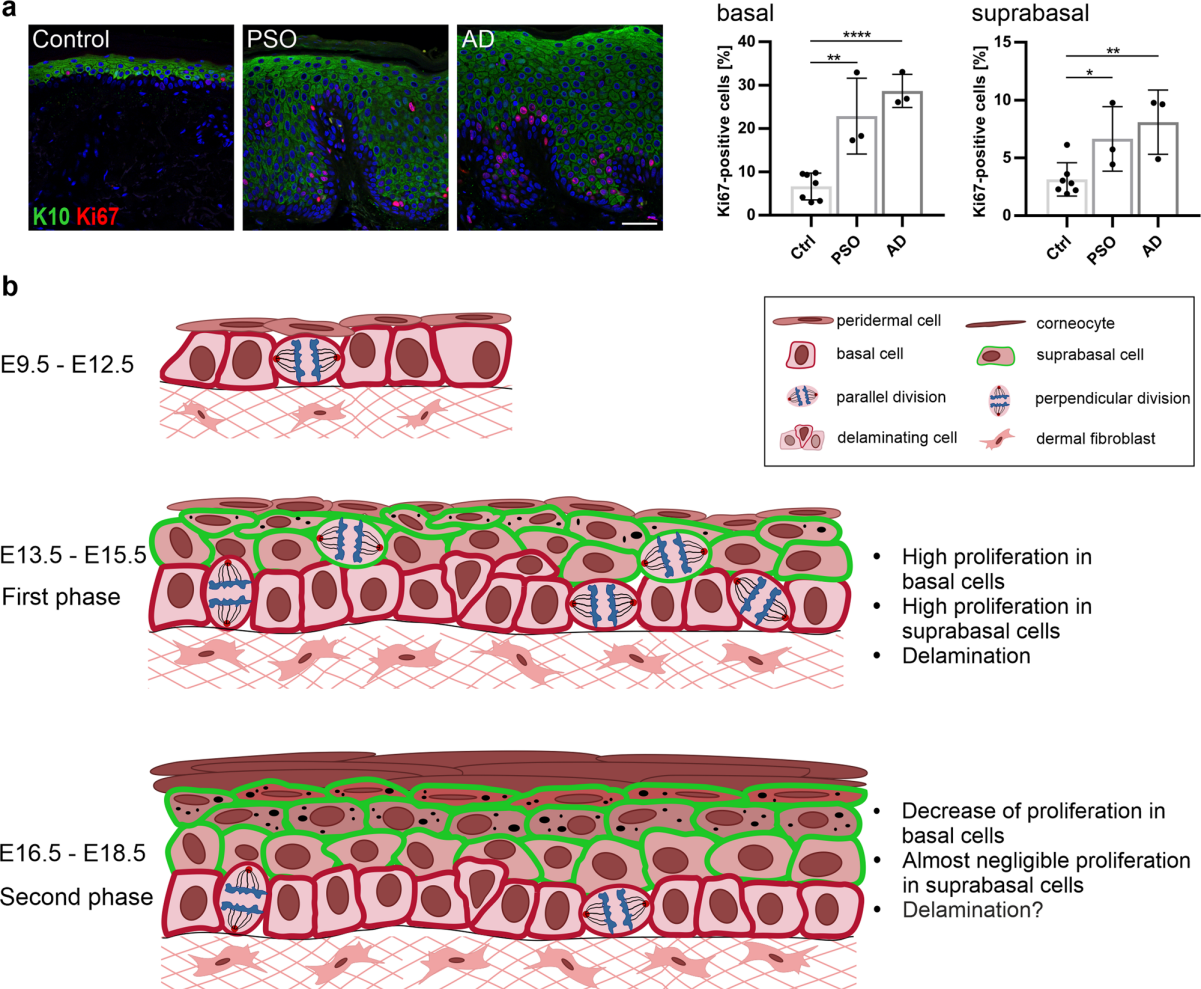
The human epidermis harbors a proliferative suprabasal population and a proposed model of mouse skin epidermal development. **a** Immunostaining of Control (*n* = 7), psoriasis (PSO) (*n* = 3) and atopic dermatitis (AD) (*n* = 3) human skin samples for Ki67 (red) and K10 (green) (scale bar: 50 µm), and quantification of the percentage of Ki67-positive cells in the basal and suprabasal layers. *p < 0.05, **p < 0.01, ****p < 0.0001 (two-tailed student’s *T*-test). Bars represent mean  ± SD. **b** An illustration of the model for mouse skin epidermal development. The simple-like epithelium between E9.5–E12.5 undergoes its main stratification events during the first phase between E13.5–E15.5, where both basal and suprabasal keratinocytes have high proliferation/division rates and basal cells delaminate to fuel stratification. In the second phase between E15.5–E18.5, proliferation rates are slower, decreasing considerably in the suprabasal layer, delamination may be a dominant mechanism in maintaining stratification during tissue growth, and the angle of cell division orientation in the basal keratinocytes may be uncoupled from epidermal differentiation.

## Discussion

How simple epithelia transform into complex stratified barriers, and whether the stratification and differentiation programs are dependent on a shift to a perpendicular division orientation of the progenitors, are still open questions in epithelial biology. Here, we use centrosome mutants to disrupt cell division orientation and test its relationship with skin epidermal differentiation.

In the developing *Sas-4* mutant epidermis, the basal keratinocyte progenitors that lose centrioles upregulate p53 and only a small fraction of the cells die (~5% with Cl.CASP3) (Fig. 2a–d). In newborns, the basal acentriolar keratinocytes also show high levels of p53, but only rare cells die (Fig. 2e). In contrast, centriole loss in the early embryo and developing brain leads to widespread cell death and tissue degeneration^23,24^, whereas centriole loss in mammalian somatic cell lines leads to an irreversible G1 cell cycle arrest^25,26,35^. The data indicate that the skin epidermal keratinocytes are more robust than early embryonic and developing brain cells, or even certain cell types in culture, suggesting that basal keratinocytes adapt to centriole loss and the high levels of p53 by regulating their transcriptional programs to maintain a relatively intact skin barrier (Figs. 1d and  2). Our findings are consistent with the skin phenotypes not being prominent features in humans with mutations in genes encoding centrosomal proteins^22^. The Café au Lait skin pigmentation defect is a rarely reported skin phenotype in these individuals^46,47^. These skin pigmentation defects are likely due to high p53 and the tanning effect^48^.

The skin epithelial centrosome mutants have a thin epidermis and sparse hair (Fig. 1e–f). These two prominent centrosome-associated phenotypes are dependent on the activation of the mitotic surveillance pathway because they are rescued upon the removal of p53, 53BP1, or USP28 (Fig. 3a–d). Given that p63 is the master transcription factor governing epidermal stratification and skin appendage development^4^, and that p53 and p63 share a consensus DNA binding site, our RNA-Seq data (Fig. 2h–j; Supplementary Tables 1 and 2) suggest that the abnormal increase in p53 levels in the developing skin epithelium of centrosome mutants disrupts p63 functions leading to the skin defects. In addition, the rescue of the activation of the mitotic surveillance pathway using *53bp1* or *Usp28* mutations in the centrosome mutant skin epithelium confirms the conservation of this pathway in mammalian tissues in vivo^49,50^.

Many signaling pathways have been associated with centrosomes and their extensions, the primary cilia^51^. The phenotypes of the skin epithelial centrosome double mutants (Fig. 3b–d), which also lack cilia, and *Ift88*/cilia mutants (Fig. 1e–g), confirm earlier reports about the requirement of cilia and cilia-associated signaling mainly in postnatal hair follicles during homeostasis^32^. Our genetic data do not support a major link between centrosomes or cilia and Notch signaling in the skin epithelium^33^, where Notch signaling plays roles in epidermal and hair shaft differentiation^6,41,52^.

During the first phase of epidermal development between E13–E15, our data show that the daughter cells of the basal progenitors that point away from the epidermal-dermal interface in a perpendicular division can be incorporated in the basal layer following division (Fig. 5a, Supplementary Movie 1). Moreover, the inhibition of cell division in the developing skin does not completely abolish cellular differentiation and stratification and may be compensated by other mechanisms (Supplementary Fig. 5a–e). Indeed, our time-lapse imaging data show that cellular delamination from the basal layer is a possible mechanism of stratification (Fig. 5c; Supplementary Movie 3), with published evidence supporting or excluding this mechanism in the epidermis^18,53–56^. The delaminating cells may boost stratification because they divide right after delamination to the suprabasal layers. In addition, cortical tension and cell adhesion have been shown to regulate the balance between cell proliferation and differentiation in skin epidermal keratinocytes in vitro^55^. The fast-expanding skin in the developing embryo is under tension and the tissue tension appears to be released in the skin explant cultures. However, the epidermis in the explants retains the ability to stratify and differentiate (Supplementary Fig. 5g, h), particularly in the skin roll cultures that are embedded in a matrix (see “Methods”). The skin roll explants seem to better recapitulate the epidermal stratification program in vivo (Supplementary Fig. 5g), perhaps due to the pressure offered by the embedding matrix. The difference between the two skin explant methods suggests that stratification and differentiation may also be uncoupled. Together with the time-lapse imaging data, our findings suggest that local cell-cell interactions and tension differentials, rather than global tissue tension, might dictate cell fate choices within the basal layer of the epidermis.

During the second phase of epidermal development between E15.5–E17.5, the *Sas-4 p53* mutants show a decrease in the fraction of parallel division orientation and an increase in the perpendicular one in basal keratinocyte progenitors that do not lead to a corresponding decrease in basal layer density, or a suprabasal layer thickening (Fig. 4e–g), as predicted by the model that cell division orientation and epidermal differentiation are coupled^57^. Of note, the increase in cell densities and cell packing defects in both layers of the epidermis in *Sas-4 p53* double mutants (Fig. 4g–j) seems to be dependent on *p53* and/or cilia (Supplementary Fig. 4c, d), and importantly, the *p53* single mutants do not significantly shift their cell division orientation relative to controls at E16.5 (Supplementary Fig. 4a). It is interesting to note that the proportional increase in cell densities in both layers in these mutants at E16.5 is consistent with our data suggesting an equilibrium and a counting mechanism across the epidermal layers during this stage (Fig. 6c; Supplementary Fig. 6d). Collectively, our data suggest that a perpendicular division of the basal progenitors during this phase does not necessarily result in an asymmetric cell fate. It has been known for a few decades that switching primary mouse skin epidermal keratinocytes in culture to high calcium levels induces differentiation independent of cell division^58^. The data suggest that commitment to differentiation in the basal progenitors is a multi-step process that is independent of division orientation and is associated with cellular detachment or delamination, similar to earlier reports in the developing and adult mouse skin epidermis as well as in human skin equivalents^54–56^. It is worth noting that perpendicular divisions have only been rarely observed in the adult skin epidermis^54,59^.

It has recently been shown that the cellular geometry of the epidermal basal progenitors correlates with cell division orientation in different body sites in the developing embryo at E14.5^60^. However, all the skin body sites generate a stratified epidermis and a fully functional barrier by E17.5 (Fig. 1d)^7^. Our data support a model whereby a thin back-skin epidermis at E12.5 mechanically favors a parallel division orientation in basal keratinocytes. As development proceeds and more suprabasal layers are added, the thickened epidermis allows perpendicular cell division orientation in the basal layer. Then, in adult life, the skin epidermis is thin again and predominantly ensures parallel division orientation of basal keratinocytes. In our opinion, the correlations between a thinner epidermis and a parallel division orientation, or between a thicker epidermis and a perpendicular division orientation of the progenitors, can be explained by the topology of the epidermis restraining the cell division orientation, rather than the prevailing opposite causal relationship^10,61^. One example in this study is the *Sas-4* single mutants, which show a thinner epidermis and have a higher proportion of parallel divisions (Fig. 1f, Supplementary Fig. 3b).

In summary, our data support a two-phase model of physiological epidermal development (Fig. 7b). The first phase between E12.5–E15.5 is the main phase of stratification and is fueled by the higher proliferation rates of the basal cells and the newly-produced K10-positive and suprabasally-committed cells, which originate from the basal layer by cellular delamination (Fig. 7b). The second phase between E15.5–E18.5 is a maintenance phase, which is perhaps supported by cellular delamination from the basal layer and is contiguous with postnatal epidermal growth and turnover (Fig. 7b). Why and how certain basal progenitor cells commit to a cell fate switch, delamination, and differentiation in either phase are still open questions. For the first phase, cellular crowding and chance extrusion may be the dominant forces^55^. Perhaps the choice to delaminate is stochastic in nature, as has been shown for the adult skin epidermis and even other epithelia^54,59^. In this respect, a weak noisy signal, such as Notch signaling, is amplified and fixed by the cells committed to delaminate and differentiate, while concomitantly inhibiting the surrounding cells from adopting the same fate^6,41,62,63^.

## Methods

### Animals and genotyping

The following mouse alleles were used in this study: *Sas-4*^*f/f*^ (Cenpj^tm1c(EUCOMM)Wtsi/tm1d(EUCOMM)Wtsi^)^23^, *Ift88*^*f/f*^ (Ift88^tm1Bky/tm1.1Bky^)^31^, *K14-Cre*^34^, *p53*^*f/f*^ (Trp53^+tm1.Brn/tm1.1Brn^)^64^, H2B-EGFP (CAG::H2B-EGFP)^65^. The CRISPR/Cas9 endonuclease-mediated knockout (em) mouse knockouts of *53bp1*^*em2Baz*^ (*Trp53bp1*^*em2Baz*^) and *Usp28*^*em2Baz*^ were generated by the CECAD in vivo Research Facility (ivRF) using microinjection of the corresponding gRNA (Supplementary Table 3), Cas9 mRNA, and Cas9 protein into fertilized zygotes.

All phenotypes were analyzed in the FVB/NRj background. The littermates that had the cre-recombinase and were heterozygous for the floxed or knockout alleles were used as preferred controls where available. Genotyping was carried out using standard PCR protocols and the primers listed in Supplementary Table 4.

The animals were generated, housed, and bred under standard conditions in the CECAD ivRF under a 12 h light cycle, at a temperature of 22 ± 2 °C, 55 ± 5% relative humidity, and with food and water ad libitum. The generation and breeding described were approved by the Landesamt für Natur, Umwelt, und Verbraucherschutz Nordrhein-Westfalen (LANUV), Germany (animal applications: 84-02.04.2014.A372, 84-02.04.2015.A405 and 81-02.04.2019.A476).

### Human skin samples

Human skin samples were obtained from different body sites with informed consent from both male and female individuals with an age range between 5 and 79 years. Paraffin sections of these samples from healthy individuals and individuals diagnosed with atopic dermatitis or psoriasis were provided by the Biobank of the SFB829 Z4 platform. The study protocol conformed to the ethical guidelines of the 1975 Declaration of Helsinki and was approved by the Ethics Committee of the Medical Faculty of the University of Cologne (Registration No. 12-163).

### Histological analysis

Skin or embryo samples were fixed overnight in 10% Formalin or 4% paraformaldehyde (PFA), respectively, washed with 1× PBS, and stored in 70% ethanol for several days. After dehydration, the samples were embedded in paraffin and sectioned on an RM2255 microtome (Leica Biosystems) at 8 µm. For histological analyses, the skin sections were stained with hematoxylin and eosin (H&E) and mounted with Entellan® (Merck). The stained slides were imaged using a DM2000 light microscope (Leica biosystems) or scanned with an SCN400 Slide scanner (Leica biosystems) for subsequent analyses.

### Immunofluorescence and Imaging

Embryos were fixed in 4% PFA overnight at 4 °C, washed with 1× PBS and then cryoprotected in 10–30% sucrose in 1× PBS overnight at 4 °C. After embedding in Tissue-Tek® (Optimal Cutting Temperature Compound (OCT), Sakura Finetek USA INC), the blocks were sectioned on a CM1850 Cryostat (Leica Biosystems) at 7–10 µm. Postnatal skin samples for immunofluorescence staining were fresh-frozen in OCT and sectioned as above.

For immunofluorescence staining, skin sections were fixed for 10 min (min) in 4% PFA and washed with 1× PBS prior to the common staining protocol: skin or embryo sections were fixed in ice-cold methanol for 10 min at −20 °C, washed with washing buffer containing 0.2% Triton^TM^ X-100 in 1× PBS and blocked for 1 h (h) in blocking buffer containing washing buffer and heat-inactivated goat serum (1% for embryo and 10% for skin sections). Mouse IgG Fab fragments were used at 1:10 to block background staining when using mouse primary antibodies (cat#115-007-003, Jackson Laboratories). After the primary antibodies were incubated overnight at 4 °C, the sections were washed with washing buffer, incubated with the secondary antibody and DAPI for 1 h at RT, and mounted with Prolong Gold (Cell Signaling). Images were obtained using an SP8 confocal microscope (Leica microsystems) or a Meta 710 confocal microscope (Zeiss) and image acquisition was performed using LAS X (Leica microsystems) or Zen lite (Zeiss) software, respectively.

For p63, p73, and p21 immunostaining, paraffin-embedded embryos were sectioned at 5 µm. Antigen retrieval of deparaffinized sections was performed using Retrieve-All buffer (BioLegend). Paraffin sections of human skin samples were deparaffinized and rehydrated before performing antigen retrieval by boiling in citrate buffer followed by the common staining protocol described above.

### Antibodies

All primary and secondary antibodies and dyes used in this study are listed in Supplementary Table 5.

### Keratinocyte isolation

Newborn mice were decapitated, transferred through a disinfection series (Betaisodona, 1× PBS 1:1; Octenisept; 1× PBS; 70% ethanol; 1× PBS; antibiotic/antimycotic solution in 1× PBS 1:100) and skinned. The skins were incubated overnight at 4 °C in a 5 mg/ml dispase II solution in DMEM/Hams-F12 (without supplements). After the epidermis was separated from the dermis, the epidermis was floated with the basal side down on 1 ml of 0.25% Trypsin (without EDTA, Gibco) for 20 min at room temperature (RT). Then, a keratinocyte medium was used to dissociate the keratinocytes from the epidermis^58,66^.

### RNA isolation and RNA-Seq analyses

RNA was prepared from frozen keratinocytes, which were isolated as described above without plating, or from frozen epidermal sheets of E13.5 embryos. Embryonic skin at E13.5 was micro-dissected and enzymatically separated into epidermis and dermis as described previously^67^. Briefly, the skin was incubated with 2:1 EDTA-free trypsin/pancreatin solution for 5 min at RT and 30 min on ice before separating the epidermis. Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen). RNA samples were submitted to the Cologne Center for Genomics (CCG), where quality checks and RNA-Seq were performed. The raw data were processed by the CECAD Bioinformatics facility using the QuickNGS pipeline to generate differentially expressed genes (fold change ≥2, *p*-value ≤ 0.05)^68^. For more information on the RNA-Seq procedure, please check the GEO deposited metadata file. Overlap of differentially expressed genes was determined and visualized in Venn diagrams using BioVenn^69^. Comparison of differentially expressed genes with canonical pathways gene sets derived from the PID pathway database^70^ was analyzed using the Molecular Signatures Database v7.2 of GSEA^71^.

### Skin barrier assay

E17.5 or E18.5 embryos were sacrificed by making a cut in the neck to sever the spinal cord, and tail tips were taken for genotyping. After incubating the embryos for 2 min each in an increasing and then decreasing methanol series and washing in 1× PBS, they were stained in a 0.1% toluidine blue solution in water for 1–2 min on ice. A specific dye pattern showing possible barrier defects appeared after de-staining the embryos in 1× PBS on ice^7,72^.

### Cell cycle analysis

Freshly isolated epidermal keratinocytes were fixed in 70% ethanol and stored at −20 °C for several weeks. Then they were centrifuged at 77 × *g*, washed in 1× PBS and resuspended in propidium Iodide staining solution (10 µg/ml PI, 200 µg/ml RNAse A, 0.1% Triton^TM^ X-100 in 1× PBS). After incubating at RT for 30 min, cell cycle analysis was performed using an LSRFortessa (BD) FACS machine. Data were analyzed using the FlowJo software based on the Watson pragmatic model (Supplementary Fig. 2d).

### Skin explant culture and EdU assays

Lateral skin explants were taken from E13.5 wild-type embryos and placed on Nucleopore Track-Etch membranes (Whatman) floating on DMEM (Gibco) containing 10% FBS and 1× antibiotic/antimycotic solution (Gibco) at 37 °C and 5% CO_2_. The explants were treated with either 10 µg/ml Mitomycin C or DMSO (vehicle) in the medium for 3 h, washed with 1× PBS, and cultured further in the medium above. Either directly at E13.5, after 1 day (E14.5) or after 2 days (E15.5), 20 µM EdU was added to the media for 2 h, then the explants were washed with 1× PBS and fixed in 4% PFA for 2 h at RT. After several washes with 1× PBS, the explants were removed from the membrane, cryoprotected in 30% sucrose overnight at 4 °C, and embedded in OCT for immunofluorescence staining (same protocol as for whole embryo sections except using 0.1% Triton^TM^ X-100 in PBS). For EdU analyses in embryonic mouse skin, the pregnant females at the corresponding time points were injected intra-peritoneally with EdU at 50 mg/kg and then anesthetized and sacrificed 3 h later for embryo collection, fixation, and OCT embedding as described above. The skin sections were treated according to the Click-iT^TM^ EdU imaging kit (Thermo Fisher) instructions before performing regular immunofluorescence staining.

### Time-lapse imaging

Lateral skin explants were taken from E13.5 embryos (H2B-EGFP^tg/wt^) and transferred to media (advanced DMEM + 2 mM L-glutamine + 0.1 mg/ml penicillin/streptomycin + 10% FBS) at 37 °C where they formed rolls. The rolls were embedded in 1% low-melting agarose or Matrigel (Corning) in media at 37 °C, where the cutting edge was touching the membrane-bottom of a Lumox® dish (Sarstedt) or a glass-bottom dish (ibidi). The dishes were covered with media and incubated at 37 °C and 5% CO_2_ until imaging. Time-lapse imaging was carried out between E13.5 and E14.5 using an inverted SP8 confocal microscope (Leica microsystems), an inverted Dragonfly Spinning disc confocal microscope (Andor), or an inverted LSM710NLO Two-Photon microscope (Zeiss) with 20× air objective or 40× water or oil immersion objective and incubation at 37 °C and 5% CO_2_.

### Image analyses

Epidermal thickness and number of hair follicles were quantified by scanning the histological sections with the SCN400 slide scanner (Leica Biosystems) and analyzing the images using the ImageScope software (Leica Biosystems). The percentage of p53-positive cells in the epidermis was obtained using ImageJ (NIH) and CellProfiler (Broad Institute). The clusters of Cl.CASP3-positive cells, the thickness of K1 or K10 layers, the number and average size of basal and suprabasal layer cells, the Ki67-positive cells, the pHH3-positive cells as well as the centrosome- or cilia-containing cells in the epidermis were analyzed using ImageJ. The angles of basal cell division orientation were obtained from late anaphase or telophase cells in the epidermis by measuring the angle of the division axis (marked by Survivin) with the basement membrane (ITGA6) using ImageJ. The radial histograms were plotted using the OriginPro® software (Origin Lab), while all the other diagrams were generated using Prism (GraphPad). Time-lapse imaging data were manually analyzed using ImageJ (Correct 3D Drift plug-in), Volocity (Improvision), and Imaris (Bitplane).

### Statistics and reproducibility

Two groups or more of data were compared using a two-tailed student’s T-test with a cutoff for the significance of <0.05, or one-way ANOVA and Tukey’s multiple comparisons test, both of which gave similar significance outcomes (Excel or GraphPad Prism). Angle measurements were compared using a two-way ANOVA, Kolmogorov–Smirnov Test and Chi-squared test (GraphPad Prism). The data are presented as the mean ± SD (standard deviation). Each experiment was repeated independently at least three times to ensure reproducibility.

### Supplementary theory

In the following, we consider the basis of the two-phase model of embryonic epidermal development based on measurements of the net growth of the embryo, the change in the basal and suprabasal cell density, and estimates of the cell proliferation rate within the two layers. To determine the overall increase in epidermal basal and suprabasal cell numbers during development, we must combine estimates of the net increase in tissue area (as inferred from the net expansion of the embryo) and cell density. Both are measured with respect to anteroposterior (sagittal) and dorsoventral (transverse, hereafter called orthogonally) axes of the mouse (Fig. 6a; Supplementary Fig. 6b). Notably, the length of the embryo along both axes, $${l}_{{\rm{s}}}(t)$$ and $${l}_{{\rm{o}}}(t)$$, grows approximately linear with time over the entire E12.5–E18.5 time-course (Fig. 6a; Fig. S6b). Alongside this increase, there is also a change in the basal and suprabasal cell density, with the data showing a small differential between the sagittal and orthogonal directions, most likely due to the differential expansion rates along the body axes (Fig. 6b, c; Supplementary Fig. 6c, d). Therefore, if we define $${\rho }_{{\rm{b}}/{\rm{s}},{\rm{s}}/{\rm{o}}}$$ as the basal/suprabasal cell density in the sagittal/orthogonal directions, the total basal/suprabasal cell numbers increase in proportion to Eq. (1)

$${n}_{{\rm{b}}/{\rm{s}}}(t)={\rho }_{{\rm{b}}/{\rm{s}},{\rm{s}}}{l}_{{\rm{s}}}\times {\rho }_{{\rm{b}}/{\rm{s}},{\rm{o}}}{l}_{{\rm{o}}}$$

Based on this estimate, over the first three days from E12.5 to E15.5, the total cell numbers (basal and suprabasal) increase approximately exponentially with time, rising by a factor of around 7 (Fig. 6c, e; Supplementary Fig. 6d). Notably, this coincides with the time period in which proliferative cells are found in both basal and suprabasal cell layers (Fig. 6d; Supplementary Fig. 6e). After this period, the cell number increase in both basal and suprabasal cell layers is greatly reduced, showing only a factor of 2 increase over the next three days (Fig. 6c, e; Supplementary Fig. 6d).

Together, these results suggest a two-phase behavior, with an early phase of cell amplification through rounds of cell duplication, followed by a second phase in which basal cells steadily expand to meet the demands of the underlying growing tissue while, at the same time, giving rise to non-cycling suprabasal cells at a rate that allows both layers to expand in an approximately proportionate manner (Fig. 6c; Supplementary Fig. 6d). Significantly, during the early phase of cell amplification, cells delaminate from the basal layer (potentially by the effects of cell crowding), giving rise to a proliferatively active suprabasal cell layer.

Therefore, to capture quantitatively the first phase of cell amplification, we suppose that the skin epidermis is comprised of equipotent progenitor cells, *p*, that duplicate through division at a constant rate $$\lambda =0.66$$ per day according to Eq. (2):

$$p\mathop{\to }\limits^{\lambda }p+p$$

Initially (E12.5–E13.5), this increase in cell number is accommodated through the ongoing expansion of the basal cell layer. During the next day (E13.5–E14.5), the basal cell density becomes elevated slightly, while an excess of proliferative cells is transferred—potentially through crowding—to the suprabasal cell layer. This trend continues during the third day of study (E14.5–E15.5), after which the ratio of basal to suprabasal cells reaches roughly parity (Fig. 6c; Supplementary Fig. 6d). At this time point, the frequency of proliferative suprabasal cells diminishes significantly (Fig. 6d; Supplementary Fig. 6e), suggesting that this last phase is characterized by cell cycle exit consistent with the cells’ entry into a terminal differentiation program.

After this point, the data suggest only a modest rate of increase in the number of basal and suprabasal cells, which rise proportionately by a factor of around 2 over the next three days from E15.5 to E18.5 (Fig. 6c, e; Supplementary Fig. 6d). Although the experimental data is noisy, the measured increase has a linear-like trend. To model the dynamics in this phase (Fig. 6e), we suppose that the basal cell layer is comprised of a single equipotent progenitor cell population, *b*, and a single non-proliferative suprabasal cell population, *s*, defined by the kinetics^54^, according to Eq. (3):

$$b\mathop{\to }\limits^{\lambda }\begin{array}{cc}b+b & {{\Pr }}.\,1-r\\ s & {{\Pr }}.\,r\end{array}$$

so that at an overall rate $$\lambda $$, with probability $$1-r$$, basal cells duplicate, while with probability $$r$$ they commit to terminal differentiation and stratify into the suprabasal layer, i.e., Eq. (4):

$$\dot{b}=\,\lambda (1-2r)b,\,\dot{s}=\,\lambda rb$$

To ensure that suprabasal cells are produced in proportion to basal cells, $$\dot{b}=\dot{s}$$, i.e., $$r=1/3$$. Further, if we propose that, over the three-day time course, the proliferation rate, $$\lambda $$, is approximately constant, we have Eq. (5).

$$b={b}_{0}{e}^{\lambda (t-{t}_{0})/3}=s$$

where $${b}_{0}$$ denotes the basal cell number at time $${t}_{0}=15.5$$ days. With basal cell number increasing by ~2 over the 3-day time course, this translates to a rate $$\lambda =0.7$$ per day, similar to the estimated division rate during the early amplification phase.

As a consistency check, we can question what would be the expected EdU incorporation rate in the basal cell layer. With an S-phase of around $${t}_{s}=6-8$$ h, and a cell cycle time $$1/\lambda $$, we would expect a short-term EdU pulse to mark a fraction of $$\lambda {t}_{s} \sim 0.8\times (1/3)=0.27$$ of cells during the early phase. For a longer pulse (~3–4 h), marked cells would have progressed through one round of division, leading to a doubling of the number to around 50%. This figure is comparable to the measured estimates from the experimental data. In the later phase, the cell division rate drops by around 40%, broadly consistent with the EdU measurements (Fig. 6d).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

## Data Availability

The RNA-Seq data described in this study were deposited at the GEO repository under GSE161387. The PID pathway database used in this study is accessible via the Molecular Signatures Database v7.2 of GSEA (http://www.gsea-msigdb.org/gsea/msigdb/genesets.jsp?collection=CP:PID). All data supporting the findings of this study are available within the paper and its supplementary information and source data files, the mentioned repositories, or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: High proliferation and delamination during skin epidermal stratification
**Source:** Nat Commun. 2021 May 28;12:3227. doi: 10.1038/s41467-021-23386-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: **An example of a perpendicular division orientation with the daughter cell pointing away from the basement membrane remaining within the basal layer.** Time-lapse imaging of the CAG::H2B-EGFP nuclear reporter in E13.5-E14.5 skin-roll explants with frames acquired every 7 minutes. The yellow dots highlight a perpendicular dividing basal cell and its daughter cells (scale bar: 10 μ m). This example is representative of 44 out of 94 observed cells from 5 independent experiments (part of experiment shown in Fig. 5a).

File Name: Supplementary Movie 2

Description: **An example of a perpendicular division orientation with the daughter cell pointing away from the basement membrane lingering in a “second” layer.** Time-lapse imaging of the CAG::H2B-EGFP nuclear reporter in E13.5-E14.5 skin-roll explants with frames acquired every 7 minutes. The yellow dots highlight a perpendicular dividing basal cell and its daughter cells (scale bar: 10 μ m). This example is representative of 50 out of 94 observed cells from 5 independent experiments (part of experiment shown in Fig. 5b).

File Name: Supplementary Movie 3

Description: **An example of a delaminating basal cell that divides in the suprabasal layers.** Time-lapse video of the CAG::H2B-EGFP nuclear reporter in E13.5-E14.5 skin-roll explants with frames acquired every 7 minutes shown in greyscale. The yellow dot highlights a basal progenitor which delaminates from the basal layer upwards and subsequently divides. The yellow dots mark the delaminating cell and its progeny (scale bar: 10 μ m). This example is representative of a total of 46 cells from 5 independent experiments (part of experiment shown in Fig. 5c).

How the deposited data were processed for this re-analysis (not part of the article)

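RNA-Seq of back skin from *Sas-4* conditional mutants and controls was analysed in 16 libraries, 8 from epidermal sheets at E13.5 and 8 from unplated keratinocytes at P0, with 4 per group at each stage. The authors made FPKM values with the QuickNGS pipeline. The submitters' processing notes name bcl2fastq 2.17.1.14 and 2.18.0.12, FastQC 0.11.5 and the build mm10, and the aligner is not given in the sources used here. The values came as 2 tables, one per stage, with 49452 genes each. Of these, 20695 carried a symbol and 28503 were named from a reference table. No 2 libraries held identical values.

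Groups were taken from the sample titles and genotype tags. At P0 the column names give the same groups. At E13.5 the column names give the opposite genotype for all 8 libraries, so the text says which libraries are titled control or mutant. Each stage was tested in its own table. Genes with FPKM of at least 1 in at least 4 of the 8 libraries of a stage were tested on log2(FPKM + 1) with limma 3.58.1 (linear model with a mean trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The thresholds of the paper, an unadjusted p of at most 0.05 and a fold change of at least 2, were counted on the same scale. Genes the paper names also had an exact permutation test over the 35 splits of 4 against 4, whose smallest two-sided p is 0.0286. The difference between stages was tested as a contrast of the 2 mutant effects in limma. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

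The 34 gene lists were written from general knowledge. Together with the genes the paper names, they hold 547 genes, of which 542 had values and 5 (*Krt85*, *Cdt1*, *Gins2*, *Acta1* and *Tubb3*) were not analysed here. Lists with tested members were compared with the other tested genes by camera, at a preset correlation of 0.01 and again with an estimated one, and adjusted over the lists of a stage, 29 at E13.5 and 32 at P0. The lowest adjusted p with an estimated correlation was 0.214 at E13.5 and 0.129 at P0. The genes named are those the paper names with the *S100a* and *Sprr* genes, the 10 largest rises and the 10 largest falls among genes past the adjusted p whose groups do not overlap, and up to 4 members of each list with the smallest adjusted p (the 2 with the highest FPKM where fewer than 2 pass). Genes named outside this rule were chosen after their values were seen. The groups, the tests, the lists, this rule and most alternatives were set before the data were examined.

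Depth was compared through FPKM values under 0.2, since read numbers are not part of the tables. In simulated data with 200 changed genes, limma recovered 92.5% of 1.5-fold, 98.5% of 2-fold and 100% of 4-fold changes at E13.5, with 7 false calls (3.48%). At P0 it recovered 43.3%, 89.55% and 97.0%, with 5 false calls (3.17%). Camera called 0 of 30 unchanged lists and called the list of 40 genes moved by 0.5 at both stages. The simulated genes varied independently and the lists were drawn at random. The simulation therefore does not show how often camera at the preset correlation calls lists of co-regulated genes falsely. Alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, array weights, no mean trend, the replicate number as a block, sex as a term, each replicate left out, E13.5 libraries without the label number 67 and controls with *K14-Cre* at P0. Pathway gene sets, published p63 target genes and supplementary gene tables were not used here. Results for some single genes are not reported here.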

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

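The tests of exchanged titles, of a change with age, of genes with very high FPKM and of sex were chosen only after the results were seen.

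By title, the effect of the mutation differed between the stages for 5500 of 11858 genes (limma, contrast of the 2 effects). Stage cannot be told apart here from the preparation (epidermal sheets or isolated keratinocytes) or from the separate run and table. The tags also give *K14-Cre* to some controls at P0 and to no library titled control at E13.5. The log2 effect at P0 minus that at E13.5 was 4.21 for *Cdkn1a*, 1.86 for *Bax*, 2.85 for *Bbc3*, 3.00 for *Pmaip1*, 2.98 for *Fas*, 7.03 for *Krt6a*, -2.11 for *Cenpj* and -0.78 for *Trp63*. Grouped by column name instead, 3893 genes differed, with -1.96 for *Cdkn1a*, -1.17 for *Bbc3* (adjusted p = 0.000313), 5.50 for *Krt6a* (adjusted p = 3.5e-08), -0.23 for *Bax* (adjusted p = 0.125), 0.01 for *Pmaip1* (adjusted p = 0.973), -0.56 for *Fas* (adjusted p = 0.0661), -0.18 for *Trp63* (adjusted p = 0.513) and 0.04 for *Cenpj* (adjusted p = 0.820). By column name alone, *Trp53* (-0.42, adjusted p = 0.015) and *Trp73* (-0.81, adjusted p = 0.00344) differed between the stages.

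A candidate explanation is that the titles and genotype tags of the 2 groups at E13.5 were exchanged. Of 1483 genes past an adjusted p of 0.05 at both stages, without *Cenpj* and the p53 list, 18.2% differed in the same direction by title, and 81.8% by column name. With the titles right, a change of the effect with age would still leave the targeted gene lower in mutants, but *Cenpj* was higher in all 4 libraries titled mutant (log2 fold change 1.08), which argues against it as far as whole-gene FPKM follows the loss of the floxed exons, as it did at P0 (-1.03). The paper gives 80% of its E13.5 genes as higher in mutants, near the 81.4% by column name and far from the 18.6% by title. It also gives *Bbc3*, *Pmaip1* and *Bax* as higher, and by title each was lower. An exchange goes with these values, and they argue against the titles and genotype tags being right. The values were seen before the test was chosen, and no genotype was tested here, so an exchange is not proven.

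The count of 3243 genes at E13.5 exceeded that of the other splits, of which the highest gave 15 (1 of 35 splits as large). The 5515 at P0 exceeded 17 (1 of 35). With 35 splits, 1 of 35 is the smallest share possible. The other splits mix control and mutant libraries, so a difference between the groups widens their spread and lowers their counts. The splits therefore cannot exclude chance, and they do not test other differences that run along with the groups. The median share of the log2 fold change kept was 0.903 without the label number 67 at E13.5 and 1.05 with sex as a term at P0. The differences of the called genes thus remained in these fits. Those genes were called on the same libraries for a small spread within groups, which favours a high share. The shares therefore do not exclude either cause. The share of called genes within 10 Mb of *Cenpj* over that elsewhere was 0.904 at E13.5 (22.8%, 95% interval 16.75% to 29.8%, against 25.2%) and 1.22 at P0 (Fisher's exact p = 0.0167). On the rest of chromosome 14 the share was 35.0% at E13.5, and linked strain variants stay open. The parents of the animals and other strain differences stay open.

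At P0, 3995 genes were lower and lists that the paper does not discuss from its RNA-Seq moved. The paper reports fewer hair follicles (Fig. 1e–g) and loss of centrosome and centriole markers in these mutants from imaging. Medians of log2 fold changes were -0.32 for genes of centrioles and mitotic surveillance, *Cenpj* included, -0.37 for cilia, -1.91 for hair differentiation, -0.99 for hair placode, -1.28 for hedgehog, -0.84 for fibroblast, 0.75 for melanocyte, -1.52 for myeloid and Langerhans, 0.57 for Schwann and -0.37 for S-phase genes. The median of all tested genes was -0.15. For centriole and surveillance, cilia and S-phase genes the medians were -0.18, -0.23 and -0.22 after median-of-ratios scaling. After quantile normalization they were -0.12, -0.09 and -0.32. A smaller share of all other cell types would lower every marker list if expression per cell stayed the same. The melanocyte list rose (0.746, 8 of 8 members above 0). These values do not separate the share of cells from expression per cell, so the rise does not decide the question. After median-of-ratios scaling 63.85% of the lower genes were still lower and past the threshold, which argues against genes of very high FPKM as the whole cause of these falls. The excess of lower over higher genes was no longer there (2424 higher, 2551 lower), but this scaling centres the genes by construction (median log2 fold change -0.01), so the cause of the excess stays open. Losses of single cell types and of follicles with genotype stay open.

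At E13.5, by title, the medians were -0.18 for dissociation stress, 0.26 for hair placode, 0.40 for hedgehog, -0.43 for melanocyte, -0.82 for Merkel cell and -0.64 for periderm genes. The Merkel cell and periderm lists share *Krt8* and *Krt18*.

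One library lay far from the other 3 of its group in 15 of 260 groups, and chance gives about 1 in 20. By title at E13.5 these were *Pmaip1* in mutant 3 (6.72), and *Trp53inp1* (5.26), *Thy1* (8.39) and *Wdr35* (9.39) in mutant 4. In P0 mutants they were *S100a6* (1533) and *S100a11* (3890) in replicate 4, *Sprr1a* in replicate 1 (551), *Tgfa* (15.3) and *Hmox1* (18.6) in replicate 2, and *Cd3g* in replicate 3 (0.922). In P0 controls they were *Adm* (2.20) and *Krt15* (1402) in replicate 3, *Hif1a* (27.5) and *Csf1r* (33.9) in replicate 2, and the percent of FPKM in the 10 highest genes in replicate 4 (14.35).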

How the results depend on the processing

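The groups by column name and the folds of mean FPKM were chosen only after the results were seen, as were, for single genes and lists, the stricter filter, quantile normalization, array weights, no mean trend, sex, *K14-Cre* controls, and leaving out the label number 67 or genes listed at 0. Of 122 results for named genes at a stage, 107 kept their side of the threshold in each alternative run for them, and 15 did not; the direction changed for 4 (*Egfr* at P0, *Krt14* at E13.5 and *Krt5* at both stages), of which 0 passed the threshold in any. For gene lists, 506 of the values at E13.5 stayed, 11 passed the threshold anew and 29 no longer passed; at P0 these were 569, 13 and 23. At E13.5, the unadjusted thresholds gave 251 genes (29.88% higher) with a pseudocount of 0.1 and 85 genes with a mean FPKM of at least 5, and 3 lists passed with that filter and 3 with array weights. Leaving out the label number 67 gave 1267 genes and 0 higher p53 targets. Leaving out 1 replicate gave 3 to 11 lists (4 without control replicate 1, 3 without control replicate 2) and 18.62% to 27.27% higher genes. By column name the directions reversed, with 81.38% higher genes, 32 higher p53 targets and 1 lower. Folds of mean FPKM gave 278 genes (31.29% higher), and with no filter 1122 (42.6%). At P0, the share of higher genes was 28.17% with a pseudocount of 0.1, 42.74% of 592 genes with a mean FPKM of at least 5, 45.31% with median-of-ratios scaling (3 lower p53 targets) and 50.45% with quantile normalization (2 lower). Controls with *K14-Cre* gave 3002 genes and 2 lower p53 targets. Folds of mean FPKM gave 1589 genes (28.38%), and with no filter 3994 (25.39%). At both stages, 64 genes passed the unadjusted thresholds and 2280 the adjusted p with array weights. Stricter filters and fewer libraries leave fewer genes or degrees of freedom; otherwise the cause was not tested. The replicate number as a block gave 2766 genes at E13.5 and 5130 at P0, and libraries sharing a number correlated at -0.0142 to 0.0676 and -0.0237 to 0.111, so it was not read as a pairing. Tests on counts and the authors' own p-values were not run, since the values used here are FPKM. Low FPKM and unknown read numbers limit genes of low expression.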

Differences from the paper's values

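The folds of mean FPKM and the groups by column name were chosen only after the values were seen. At the paper's thresholds, the paper gives 258 genes at E13.5, and 145 passed here. Of the 18 alternatives set before the data were examined, a pseudocount of 0.1 came within the range of the paper's value (251) and the other 17 did not. Folds of mean FPKM, chosen after seeing the values, gave 278, and with no filter 1122. How many of the paper's own genes these settings drop was not counted, since its gene tables were not used here.

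At P0 the paper gives over 3600 genes and 1038 passed here, and all 18 alternatives set before the data were examined differ. Folds of mean FPKM with no filter, chosen after seeing the values, gave 3994, and with the filter 1589. Neither of these settings came near the paper's count at both stages.

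Of the genes at E13.5 the paper gives 80% as higher in mutants, and 18.6% were higher in the libraries titled mutant. All 18 alternatives set before the data were examined differ. Grouping by column name, chosen after seeing the values, gave 81.4%. The genes shared by both stages number about 170 in Fig. 2j, read by eye, and 64 here.

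The paper gives *Bbc3*, *Pmaip1* and *Bax* as higher in mutants at E13.5, and their log2 fold changes by title were -2.01, -1.49 and -1.04. It names the ligand of FAS, but *Fasl* was listed at 0 in 7 of the 8 libraries, and the receptor gene *Fas* was at -1.77. At P0, where the labels give one grouping, *Cdkn1a*, *Krt6a* and *Krt6b* were higher as the paper states.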

Other observations

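In the E13.5 libraries titled mutant, early differentiation and hedgehog genes were higher and pigment cell genes lower. Of 9 tested spinous genes 5 were higher and none was lower (median log2 fold change 0.69, camera adjusted p = 0.00431). Of 6 hedgehog genes 4 were higher (camera adjusted p = 0.0299), of 15 placode genes 7 were higher (adjusted p = 0.0376), and of 23 HIF1 targets 8 were higher and 2 lower (adjusted p = 0.0376). Of 13 fibroblast genes 2 were higher, *Postn* (log2 fold change 1.05) and *Col1a2* (1.01), with a camera adjusted p of 0.087 (past the threshold in 6 alternatives). Of 6 melanocyte genes 4 were lower, of 3 Merkel cell genes 2, of 6 periderm genes 3 and of 15 dissociation stress genes 5 (camera adjusted p = 0.00565, 0.0392, 0.0443 and 0.0392). The 2 lower Merkel cell genes, *Krt8* and *Krt18*, are also in the periderm list. These 2 lists are therefore not separate results, and no change particular to Merkel cells is shown. The calls of hedgehog, placode, HIF1, Merkel cell, periderm and dissociation stress genes were lost in 3, 5, 5, 5, 6 and 5 alternatives, array weights and a mean FPKM of at least 5 among them (adjusted p up to 0.0994, 0.0794, 0.0921, 0.296, 0.124 and 0.198). Those of spinous and melanocyte genes were lost in none of the same alternatives (adjusted p up to 0.0354). With an estimated correlation none of the lists passed, and the directions rest on the titles.

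At P0, many S-phase and stromal genes and some genes of centrioles and mitotic surveillance were lower in *Sas-4* mutants. Of 23 S-phase genes 16 were lower and 1 higher (camera adjusted p = 0.00632; 7 lower after median-of-ratios scaling), while of 25 G2 and M phase genes 1 was higher and 2 were lower (adjusted p = 0.353). Of 24 genes of centrioles and mitotic surveillance 12 were lower (camera adjusted p = 0.00632), and 8 after either other scaling. The 12 included the targeted *Cenpj*, and *Trp53*, *Trp53bp1* and *Usp28*, which are surveillance and not centriole genes. Of 24 cilia genes 14 were lower and 1 higher (camera adjusted p = 0.0215). After median-of-ratios scaling 9 cilia genes were lower, and after quantile normalization 4, with a camera adjusted p of 0.328. With a mean FPKM of at least 5 the camera adjusted p of the cilia list was 0.18. Of 11 fibroblast genes 6 were lower (adjusted p = 0.0153, and 0.0714 with a mean FPKM of at least 5) and of 7 T cell genes 6 were lower and 1 higher (adjusted p = 0.0613, past the threshold in 7 alternatives). Of 7 hedgehog genes 6 were lower (adjusted p = 0.00912), with *Shh* going from 14.7 to 3.84 FPKM. Of 8 melanocyte genes 5 were higher (adjusted p = 0.000124), *Mlana* going from 20.9 to 93.6 FPKM. Of 3 Schwann cell genes 2 were higher (adjusted p = 0.0469, lost in 10 alternatives with adjusted p up to 0.101), and of 11 spinous genes 3 were higher and 1 lower (adjusted p = 0.0453, 5 higher after median-of-ratios scaling, lost in 9 alternatives with adjusted p up to 0.208). With an estimated correlation none of the lists passed at P0 (lowest adjusted p 0.129).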
